# Hippocampal cells segregate positive and negative engrams

**DOI:** 10.1038/s42003-022-03906-8

**Published:** 2022-09-26

**Authors:** Monika Shpokayte, Olivia McKissick, Xiaonan Guan, Bingbing Yuan, Bahar Rahsepar, Fernando R. Fernandez, Evan Ruesch, Stephanie L. Grella, John A. White, X. Shawn Liu, Steve Ramirez

**Keywords:** Hippocampus, Amygdala, Reward

## Abstract

The hippocampus is involved in processing a variety of mnemonic computations specifically the spatiotemporal components and emotional dimensions of contextual memory. Recent studies have demonstrated cellular heterogeneity along the hippocampal axis. The ventral hippocampus has been shown to be important in the processing of emotion and valence. Here, we combine transgenic and all-virus based activity-dependent tagging strategies to visualize multiple valence-specific engrams in the vHPC and demonstrate two partially segregated cell populations and projections that respond to appetitive and aversive experiences. Next, using RNA sequencing and DNA methylation sequencing approaches, we find that vHPC appetitive and aversive engram cells display different transcriptional programs and DNA methylation landscapes compared to a neutral engram population. Additionally, optogenetic manipulation of tagged cell bodies in vHPC is not sufficient to drive appetitive or aversive behavior in real-time place preference, stimulation of tagged vHPC terminals projecting to the amygdala and nucleus accumbens (NAc), but not the prefrontal cortex (PFC), showed the capacity drive preference and avoidance. These terminals also were able to change their capacity to drive behavior. We conclude that the vHPC contains genetically, cellularly, and behaviorally segregated populations of cells processing appetitive and aversive memory engrams.

## Abstract (web summary)

The hippocampus contains neurons that correspond to two partially non-overlapping sets of positive and negative engrams, which may be distinguished by molecular, cellular, and projection-specific features.

## Introduction

Within the brain we find a rich repository of memories that can be imbued with positive and negative valenced information^1–3^. These experiences leave enduring structural and functional^4^ changes that are parceled up into^1,5–9^ discrete sets of cells and circuits comprising the memory engram^10^. Recent studies have successfully visualized and manipulated defined sets of cells previously active during a single experience^10–17^. However, how multiple engrams of varying valences (hereafter defined as cells that differentially respond to appetitive or aversive events in a stimulus-independent manner^18^) are represented within the same brain region remains poorly understood. Previous studies have suggested the ventral hippocampus (vHPC) selectively demarcates and relays emotional information to various downstream targets. We sought to characterize the molecular and cellular identities and the behaviorally-relevant functions of vHPC cells processing appetitive and aversive engrams, with a focus on ventral CA1 (vCA1). In order to address the question of how the vCA1 processes multiple emotional experiences, we first devised a strategy combining two cFos-based tagging methods with endogenous cfos immunohistochemistry to visualize engrams across three discrete timepoints. First, we anatomically charted the projection patterns of appetitively and aversively-tagged vCA1 cells to measure structural overlap and segregation across various downstream targets. Second, we performed genome-wide RNA sequencing (RNA-seq) and DNA methylation sequencing to investigate the genetic features of these sets of cells. Lastly, we behaviorally tested the causal role and functional flexibility vHPC cells in both a cell body and projection-specific manner.

## Results

First, to access cells across multiple timepoints and in an activity-dependent, within-subject manner, we used the Fos-based transgenic animal, TRAP2^18^, under the control of 4-Hydroxytamoxifen (4-OHT) paired with an all-virus Fos-based strategy under the control of doxycycline^10^ (Dox) (Fig. 1a). TRAP2 + mice expressing iCre-ERT2 recombinase, when injected with DMSO instead of 4-OHT, show no TdTomato expression (Supplementary Fig. 1), were injected bilaterally with a cocktail of viruses: AAV9-Flex-DIO-TdTomato and AAV-cFos-tTA + AAV-TRE-EYFP. The cfos-tTA strategy couples the *c-Fos* promoter to the tetracycline transactivator (tTA), which, in its protein form, directly binds to the tetracycline response element (TRE) in a doxycycline-(Dox)-dependent manner and drives the expression of a protein of interest (i.e. EYFP). Combining these two independent systems yields two inducible windows for tagging vHPC cells within the same subject (see Methods).

**Fig. 1:**
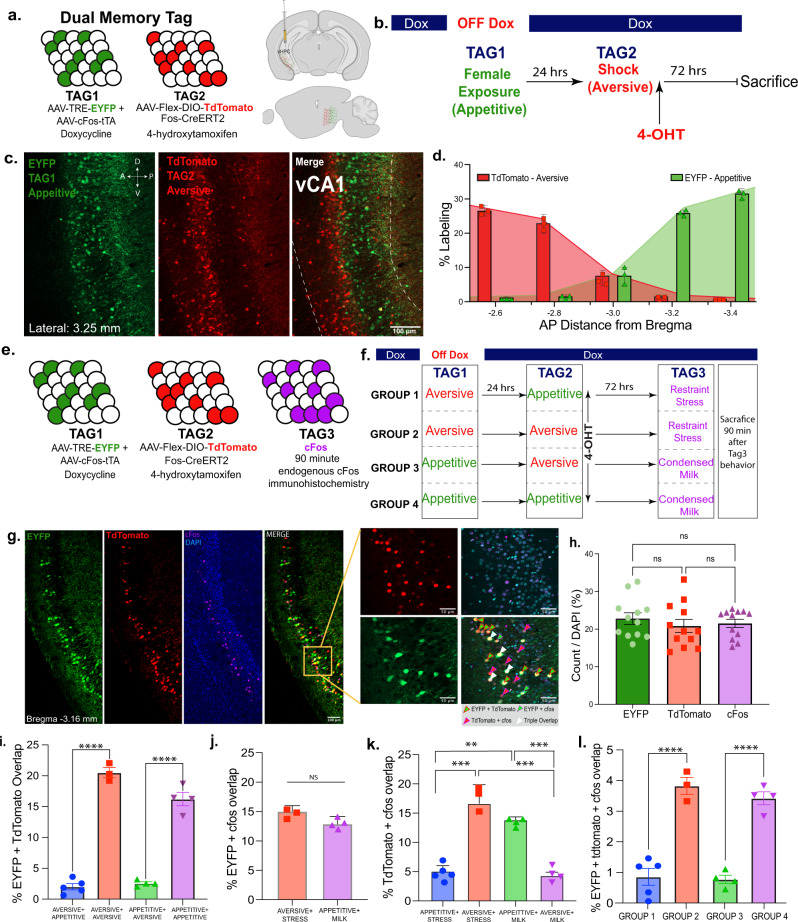
Hippocampus cells processing appetitive or aversive memory engrams are preferentially reactivated by their respective valences. **a** Fos-CreERT2 mice were injected with a viral cocktail of 1:1 ratio of AAV9-c-Fos-tTA and AAV9-TRE-EYFP mixed in at 1:1 with AAV-Flex-DIO-TdTomato into the vHPC to create the ability to open two windows of tagging in the mouse. **b** Schematic of the timeline for TAG1 and TAG2 which are doxycycline and 4-hydroxytamoxifen dependent, respectively. The aversive tag consists of 4 foot shocks and the appetitive tag consists of male to female exposure. **c** Representative image of dual memory segregation in a sagittal section of the vHPC, specifically vCA1. **d** Quantification (%Labeling) of EYFP + (aversive) and TdTomato + (appetitive) cells over DAPI along the anterior-posterior axis of vCA1 showing the segregation of valence. (*N* = 3) **e** Schematic to visualize cells active during three different behavioral experiences. TAG1 is doxycycline dependent in EYFP, TAG2 is 4-OHT dependent in TdTomato, and lastly, TAG3 is visualized with immunohistochemistry by staining for endogenous cfos 90 minutes after a behavioral experience. **f** Schematic of groups for visualizing triple memory overlaps (*n* = 4–6 per group). Groups were counterbalanced to avoid potential timeline biases **g** Representative images of triple memory overlaps in vCA1 with a 20x zoom in showing the different representative overlaps. **h** The number of tagged neurons in vCA1 are similar between EYFP, TdTomato, and cfos; there is no statistical difference between recruitment. (Multiple comparisons one-way Anova; *N* = 10–12) **i**, Percent overlap for respective behavioral tags for EYFP + Tdtomato for aversive + appetitive (Group 1), aversive + aversive (Group 2), appetitive + aversive (Group 3), and appetitive + appetitive (Group4), (*F* (3, 12) = 170.0, *P* < 0.0001). **j** NS difference in cfos+EYFP overlapping cells in restraint stress + shock vs. sweetened condensed milk + female exposure. **k**, similar valences aversive and stress and appetitive and milk highly overlap with one another when compared to overlap of different valences, appetitive and stress and aversive and milk. Multiple comparisons one-way ANOVA; F (3, 12) = 20.77, *P* < 0.0001. **l** Triple overlap counts for EYFP + TdTomato + cfos (F (3, 12) = 10.55, ns, not significant *p* > 0.05, *P* = 0.0011; Error bars represent mean ± Standard mean of error (SEM).

After injecting the aforementioned virus cocktail into the vHPC, we used this dual tagging system to label cells processing appetitive or aversive engrams. Ten days after surgery and recovery, mice were taken off their DOX chow diet for 48 hours to open the first window of tagging. While off DOX, to tag the appetitive experience, the mice were subjected to female exposure for 1 hour in a clean homecage^13,19^ and placed immediately back on the DOX diet for the remainder of the study. To tag the aversive experience, the second set of cells, 24 hours later male mice were subjected to four 2 s and 1.5 mA foot shocks. 30 minutes after the end of fear conditioning, the mice were injected with 40 mg/kg of 4-OHT and left undisturbed for 72 hours (Fig. 1b). We first observed a striking anatomical distinction between appetitive and aversive engrams along the anterior and posterior axis in sagittal sections of vCA1 (Fig. 1c). Appetitive engram cells were predominantly located in more posterior sections, whereas, aversive engram cells were largely present in anterior sections of vCA1, with a salt-and-pepper pattern observed within medial sections (Fig. 1c, d). We found that the order of tagging, tagging shock and then female exposure, did not impact the anatomical recruitment of these cells (Supplementary Fig. 2).

Next, using the same dual tagging strategy as described above, we asked whether or not these appetitive- and aversive-tagged populations were recruited during subsequent experiences of similar valences. To that end, we added a third-time point by visualizing endogenous cFos expression 90 minutes after a final behavioral experience, i.e. exposure to sweetened condensed milk or restraint stress^20–23^ (Fig. 1e, f). To control the order of experiences, we counterbalanced the four groups, each of which contained two tagged populations of cells (i.e. aversive for cells tagged by fear conditioning and appetitive for cells tagged by male-female interactions), followed by a third experience of varying valence, restraint stress as another aversive and sweetened condensed milk as the other appetitive experience, which was captured by endogenous cFos expression. Our groups were as follows: Aversive-Appetitive-Restraint Stress (GROUP 1), Aversive-Aversive-Restraint Stress (GROUP 2), Appetitive-Aversive-Sweetened Condensed Milk (GROUP3), and Appetitive-Appetitive-Sweetened Condensed Milk (GROUP 4) as shown in Fig. 1f. In each group we measured the cellular co-localization of TdTomato, EYFP, and cFos to infer which cells were active in one or more of the three experiences (Fig. 1g). All mice exhibited a similar proportion of tagged cells across all three tagging approaches regardless of method of tagging or valence (Fig. 1h and Supplementary Fig. 3).

Histological analyses revealed that there were significantly higher rates of cells showing co-localization of TdTomato and EYFP when labeled with the same experiences (i.e. appetitive and appetitive) and lower rates of co-localization when labeling differently valenced experiences (i.e. appetitive and aversive) in Fig. 1i. Further, we observed significant colocalization between TdTomato, EYFP, and cFos when mice were subjected to three aversive or three appetitive experiences (Fig. 1l), i.e. GROUP 2 and GROUP 4 respectively. Appetitive-tagged cells were preferentially reactivated when mice were exposed to sweetened condensed milk, and aversive-tagged cells were preferentially reactivated when mice were exposed to restraint stress (Fig. 1j, k). Together, these findings raise the intriguing possibility that vCA1 designates emotionally-relevant information to two partially non-overlapping sets of cells.

Moving forward, we chose two valenced engrams, shock and male-female exposure, as a proxy to better understand how the vHPC processes these aversive and appetitive experiences. Therefore, we used the same dual-tagging strategies to characterize the basic physiological properties of vHPC cells (Supplementary Fig. 4). TRAP2 mice were co-injected with the same activity-dependent viruses and tagged in the same manner as mentioned previously (Supplementary Fig. 4a, b). Interestingly, we did not observe any differences in firing frequency, suprathreshold characterization, adaptation rate, input rate, or spike rates (Supplementary Fig. 4c–l) suggesting that, despite recruiting partially non-overlapping sets of cells for appetitive and aversive experiences, these tagged cells themselves share similar physiological characteristics.

Despite these physiological similarities, vHPC cells have been shown to project to a myriad of distinct brain regions involved in stress and approach-avoidance behaviors, thereby forming multi-regional networks involving emotion and memory^1^. We speculated that within these networks there exists structural heterogeneity partly defined by whether an experience is appetitively or aversely valenced, as has been observed in areas including the amygdala^10,24,25^, nucleus accumbens^26^, and medial prefrontal cortex^27^. Using our dual tagging strategy, we next traced vHPC outputs tagged by appetitive and shock experiences in a within-subject manner and measured the axonal fluorescence intensities in the following target areas, given their crucial role in emotional processing: BLA, NAc, PFC, dorsal hypothalamus, fornix, and the dentate gyrus (Fig. 2a, b). Interestingly, we observed both red and green fluorescent signal between appetitive and aversive-tagged vCA1 terminals in the medial BLA (A.P. −1.8) and the PFC (including IL and PL), while also finding evidence of structural segregation in the following regions: we observed predominantly stronger EYFP (appetitive) projections, as measured by fluorescence intensities, to the basomedial amygdala Posterior part (BMP), anterior commissure anterior part (ACA), fornix, dorsal medial hypothalamic nucleus (DMD and DMV), and the lower layer of the dentate gyrus (Fig. 2c–o). Further, we found predominantly stronger TdTomato (aversive) projections to the anterior BLA, posterior BLA, NAc core, and the upper layer of the DG (Fig. 2c–o). Previous studies have demonstrated that neurons in regions such as the PFC^27^, NAc^26^, and BLA^10.25^, collectively process experiences in a manner that can be anatomically segregated or heterogeneous. We posit that appetitive- and aversive-tagged vHPC terminals are embedded in a larger network of emotional memory processing that can be partly defined both by unique anatomical patterns and by the activity-dependent recruitment of ensembles involved in processing a specific valence.

**Fig. 2:**
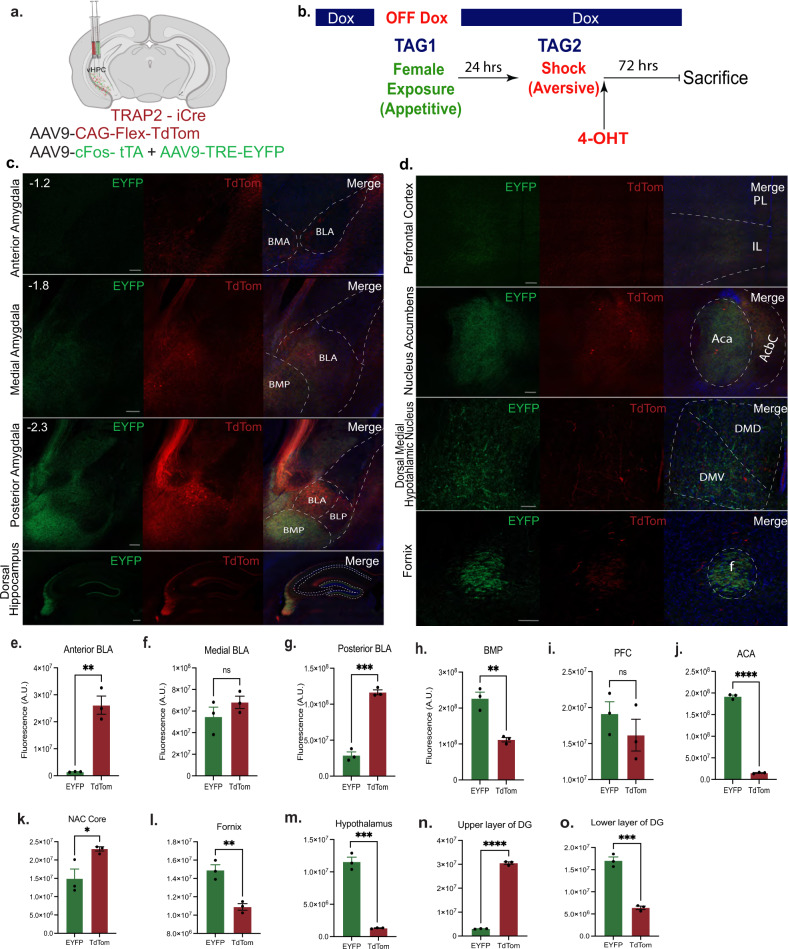
Ventral hippocampal neurons encoding appetitive or aversive valences have discrete projection patterns. **a** Fos-CreERT2 mice were injected with a viral cocktail of 1:1 ratio of AAV9-c-Fos-tTA and AAV9-TRE-EYFP mixed in with AAV-Flex-DIO-TdTomato into the vHPC for dual memory tagging. **b** Experimental timeline for tagging; EYFP represents aversive and TdTomato represents appetitive. **c**, **d** Representative images of terminal projections; anterior, medial, and posterior BLA, dorsal hippocampus, prefrontal cortex, nucleus accumbens, dorsal medial hypothalamic nucleus, and the fornix. Arbitrary units for EYFP (appetitive) and TdTom (aversive) (*N* = 3) for the **e**, anterior BLA (unpaired student’s t-test t = 7.279, df = 4, *p* = 0.00019), **f** medial BLA (t = 1.271, df = 4; *p* = 0.2725), **g**, posterior BLA (t = 14.95, df = 4; *p* = 0.0001), **h**, BMP (t = 6.168, df = 4; *p* = 0.0035), **i**, PFC (includes IL and PL) (t = 1.078, df = 4; *p* = 0.3419), **j**, ACA (t = 50.68, df = 4; *P* < 0.0001), **k**, NAc Core (*t* = 3.018, df = 4; *p* = 0.0392), **l**, fornix (t = 5.718, df = 4; *p* = 0.0046), **m**, hypothalamus t = 13.96, df = 4; *p* = 0.0002, **n**, upper layer of DG(t = 54.94, df = 4; *p* < 0.0001)**, o**, lower layer of DG (t = 11.73, df = 4; *p* = 0.0003). ns = *p* > 0.05. Error bars represent mean ± SEM. Scale bars are all 100 μm.

Recent studies have identified unique molecular profiles of vCA1 cells containing distinct projection targets. These vCA1 projections transmit information to multiple areas involved in emotion and memory and form a network that can be organized by unique architectural features, including vCA1 cell inputs, outputs, and transcriptional signatures^1^. We wanted to ask the question of whether cell populations as a whole, for appetitive or aversive engram, have distinct genetic differences based on experience. Accordingly, we next examined whether or not the molecular composition of vHPC cells contained distinct genetic profiles. To catalogue the molecular landscape of vHPC cells in an activity-dependent manner, we tagged an appetitive experience (i.e. male-female interactions), a aversive experience (i.e. multiple shocks), or a neutral experience (i.e. exposure to the same conditioning cage without an appetitive or aversive stimuli; see methods; Fig. 3a). 

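Active cells were labeled with EYFP from AAV9-c-Fos-tTA and AAV9-TRE-ChR2-EYFP, a pair of viruses in which the c-Fos promoter drives a transactivator that doxycycline (Dox) blocks. The tagged groups spent 48 h off Dox. The aversive group received 4 foot shocks of 1.5 mA, each 2 s long. The appetitive group met a female mouse for 1 h by the paper's Results and the sample labels, and for 2 h by its Methods. The paper states that 8 mice were pooled for each experimental condition and that the mock control used 2 mice, which the sample labels describe as home cage mice. Sequenced were 3 mock, 2 aversive, 2 appetitive and 3 neutral libraries. The authors mapped the first 40 bp of each read to mm10 with STAR, counted the reads on each Ensembl gene without regard to strand, and deposited these counts without normalization. Each library has counts for 53379 genes. Total counts ranged from 16968588 to 67650693 per library, with a median of 29194873 in mock, 33166018 in aversive, 21808080.5 in appetitive and 62741023 in neutral libraries. After TMM normalization, 3 counts corresponded to between 0.0346 and 0.235 CPM (counts scaled to the normalized total of each library), which is the smallest level the depth can show. PCR copies of a molecule cannot be told apart in these counts, so this floor covers counting error only. By the sample labels, the neutral libraries were made with a different library kit and read on a different sequencer as 100 bp pairs, while the mock, aversive and appetitive libraries were read as single 40 bp reads. The neutral libraries are all in one batch and every other library is in the other, so kit and neutral experience cannot be told apart and no comparison with the neutral group can be repeated within a batch. Genes were tested with edgeR's quasi-likelihood F test on the 10 libraries in 4 groups, with TMM normalization and edgeR's filter on low counts, and p-values were adjusted by the Benjamini-Hochberg method. The filter kept 19754 genes. The mock libraries entered the estimate of the spread between libraries, a coefficient of variation of 122%. The paper does not say whether the libraries of a group came from separate pools of mice or split a pool, so n counts libraries, and this spread may understate that between mice. If 2 is the total number of mock mice, the 3 mock libraries cannot all come from different mice. Across these genes, which are not independent replicates, Spearman's rho between replicates was 0.91 to 0.922 in mock, 0.637 in aversive, 0.606 in appetitive and 0.766 to 0.864 in neutral libraries. At least 1 count was found for 24913 ± 5350 genes (SD, n = 3) in mock, 20519 ± 5190 genes (n = 2) in aversive, 14401 ± 363 genes (n = 2) in appetitive and 19136 ± 667 genes (n = 3) in neutral libraries. After each library was thinned at random to 16968588 counts, the number of genes was 23062 ± 3680 in mock, 18532 ± 4100 in aversive, 13704 ± 1350 in appetitive and 17493 ± 736 in neutral libraries. Both appetitive libraries then had fewer genes than any other library, a difference that was not tested. With at least 10 counts required per gene instead of 1, the numbers at full depth fell to 17074 in mock, 13196 in aversive, 8290 in appetitive and 15684 in neutral libraries.

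**Figure D1:**
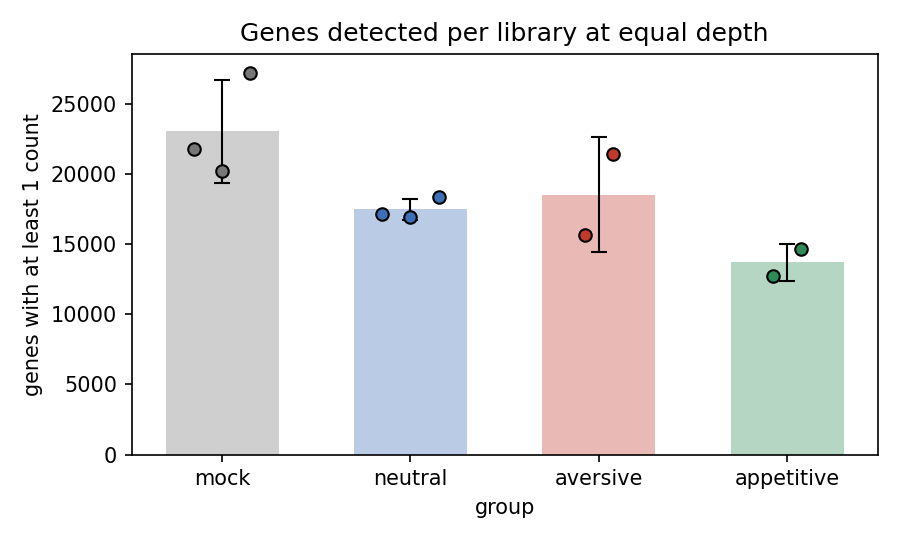
Number of genes with at least 1 count (y axis) in each mock, neutral, aversive and appetitive library (points) after thinning to 16968588 counts; bars give the mean and error bars the SD of each group. The appetitive libraries lie at 12749 and 14658 genes, under the lowest library of the other groups at 15635.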

We then performed RNA-seq using tagged nuclei (EYFP + ) isolated by Fluorescence-Activated Cell Sorting (FACS), which showed ~0.6% tagged nuclei from the appetitive and aversive groups, whereas, neutral recruited on average 0.35% EYFP + nuclei (Fig. 3b, c). The appetitive and aversive groups recruited significantly more EYFP + nuclei than the neutral experience group (Fig. 3c). Comparing aversive and appetitive vCA1 cells to the neutral group, we identified 474 differentially expressed genes (DEGs) in aversive vCA1 cells (Fig. 3d, f), including 340 down regulated genes and 134 upregulated genes (Fig. 3g). 

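The aversive (n = 2) and neutral (n = 3) libraries were compared across all tested genes. At an adjusted p-value under 1e-05 and more than a 4-fold difference, the threshold of the paper, 0 genes were called. On simulated counts edgeR also called 0 of 200 genes with 64-fold changes at this threshold, so a count of 0 does not show that genes are unchanged. The smallest adjusted p-value was 0.0357. Before adjustment, 3765 genes had a p-value under 0.05, of which 1636 were higher and 2129 lower in aversive vCA1 cells. At an adjusted p-value under 0.05, 8 genes were called, all of them higher in aversive vCA1 cells. Each of these 8 was also among the 17 genes called between neutral and mock libraries, where it was lower in neutral cells. The number and balance of calls depended on the fit. With only the aversive and neutral libraries fitted, 0 genes were called, and with the replicate number as a block 21, some of them lower. DESeq2's Wald test on all 10 libraries gave 263 higher and 388 lower genes at the paper's threshold. With its prior on fold changes, a setting chosen after seeing the data, it gave 134 higher and 339 lower genes, against 134 and 340 in the paper. Over all tested genes the median log2 fold change between aversive and neutral libraries was -0.15 with TMM normalization, -0.40 with library size alone and -0.002 with DESeq2's size factors. Slc1a2 (ENSMUSG00000005089, chromosome 2 of GRCm38 from 102658659 to 102790784) encodes a glial glutamate transporter and overlaps Gm13872 on the other strand. It had 1636 ± 663 CPM (SD, n = 2) in aversive and 8.99 ± 7.96 CPM (n = 3) in neutral cells, a log2 fold change of 7.51 (SE 0.944, adjusted p = 0.0357), against 524.5 to 1395 CPM in mock libraries. F3 (ENSMUSG00000028128, chromosome 3 from 121723537 to 121735048) encodes tissue factor. Its level was 501.3 ± 122 CPM in aversive and 7.64 ± 3.6 CPM in neutral cells, a log2 fold change of 6.04 (SE 0.78, adjusted p = 0.0357), and 192.9 to 456.7 CPM in mock libraries. For the chemokine gene Ccl3 (ENSMUSG00000000982, chromosome 11 from 83647844 to 83649355), aversive cells had 198.1 ± 133 CPM and each neutral library 0 counts. By the aversive mean it was thus at least 4190-fold higher (adjusted p = 0.0357). Bounds of this kind use the mean of a group, so a single library can lie under them. The aversive libraries had 292 and 104.1 CPM of Ccl3 and the mock libraries 11.43 to 163.1 CPM. Of the alternatives, DESeq2's Wald test on the aversive and neutral libraries alone moved the number of genes past the paper's threshold most, to 691 with its default settings and to 696 with its filter set for an adjusted p-value of 0.05, a setting chosen after seeing the data.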

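Between the appetitive (n = 2) and neutral (n = 3) libraries, 0 genes passed the paper's threshold in edgeR's test, in which the smallest adjusted p-value was 0.00993. An unadjusted p-value under 0.05 was found for 5779 genes, 1474 higher and 4305 lower in appetitive vCA1 cells. At an adjusted p-value under 0.05, 1218 genes were called, 185 higher and 1033 lower, and 1175 of the 1218 are protein-coding. The median log2 fold change of all tested genes was -0.91, and -0.63 with DESeq2's size factors. This downward shift did not hold at every expression level. Random lists of genes, matched on expression to lists of cell type markers, had medians from -0.683 (neuron list) to 0.668 (oligodendrocyte list). The medians were positive for most lists. Of the 1033 lower genes, 609 (59%) had 0 counts in at least 1 appetitive library, 301 had 0 counts in both and 956 were under 1 CPM in both. Hemk1 (ENSMUSG00000032579, chromosome 9 from 107327084 to 107338350) encodes a methyltransferase. It had 388.9 ± 214 CPM (SD, n = 3) in neutral cells, 1 and 2 counts in the appetitive libraries, and so was at least 1660-fold lower in appetitive cells (adjusted p = 0.00993), with 12.4 to 20.96 CPM in mock libraries. Pcolce (ENSMUSG00000029718, chromosome 5 from 137605103 to 137613784) overlaps Fbxo24 and Gm36266 and was at least 1350-fold lower, from 317 ± 166 CPM in neutral cells. Rsph9 (ENSMUSG00000023966, chromosome 17 from 46122035 to 46144216) encodes a radial spoke protein of cilia, overlaps Mrps18a on the other strand and was at least 943-fold lower. When only these 2 groups were fitted, 0 genes had an adjusted p-value under 0.05 and 4080 an unadjusted one. With the replicate number as a block in that fit, the numbers were 0 and 776. DESeq2's Wald test called 1296 genes at the paper's threshold on all 10 libraries, 593 on these 2 groups and 625 on the 7 tagged libraries. With its prior on fold changes on all 10 libraries, a setting chosen after seeing the data, it called 1102, against 1104 in the paper.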

We also identified 1,104 DEGs in appetitive vCA1 cells compared to the neutral group (Fig. 3e, f), including 1,025 downregulated genes and 79 upregulated genes (Fig. 3g). 

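The genes called in each comparison with the neutral group were set against each other. At the paper's threshold neither list held a gene in edgeR's test, with 3765 and 5779 genes under an unadjusted p-value of 0.05. At an adjusted p-value under 0.05, the 8 genes called in aversive vCA1 cells were also called in appetitive vCA1 cells, each of them higher. They were Ccl3, Ccl4, Ccl12, Slc1a2 and F3, and Etnppl, Scg3 and Luzp2, which were named after their values were seen. That left 1210 genes called in appetitive cells alone and 0 in aversive cells alone. Tested directly between appetitive and aversive libraries, 356 genes had an adjusted p-value under 0.05. Of the 1218 genes called in appetitive cells, 1017 (83.5%) had a change of the same sign in aversive cells. Across all tested genes, which are not independent replicates, Pearson's r between the log2 fold changes of the comparisons was 0.532. Both comparisons use the same neutral libraries, which alone brings their changes closer. With DESeq2's Wald test on all 10 libraries, 310 genes passed the paper's threshold in both comparisons in the same direction. With its prior on fold changes, a setting chosen after seeing the data, 261 did.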

There were 842 unique DEGs in appetitive engram cells and 212 unique DEGs in aversive engram cells (Fig. 3f), suggesting distinct transcriptional landscapes in these two populations.

**Fig. 3:**
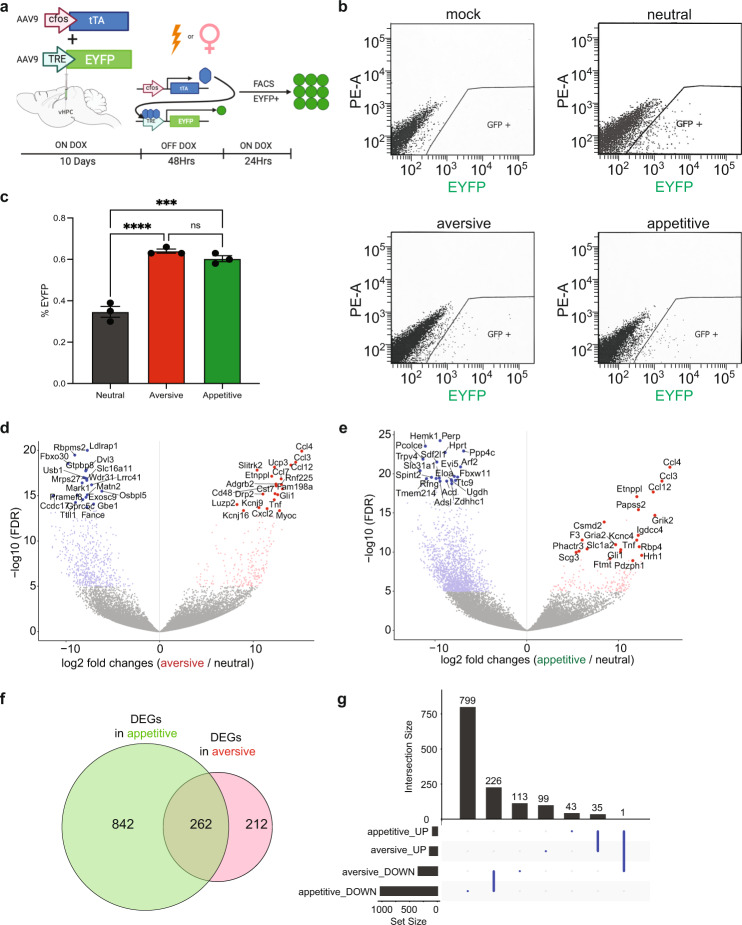
Distinct molecular landscapes of appetitive and aversive hippocampus engram cells. **a** Experimental scheme to label, isolate, and analyze the two groups of vCA1 cells labeled by EYFP upon aversive stimulation (electrical shock) or appetitive stimulation (male mice engaged in social interaction with female mice) or neutral conditioning in the same cage without aversive or appetitive stimulation. **b** FACS isolation of EYFP-appetitive nuclei from the hippocampi of mice labeled by AAV9-cFos-tTA + AAV9-TRE-ChR2-EYFP virus from their respective groups **c**, Percentage of EYFP-appetitive nuclei from each group (*N* = 3 per group/timepoint, Ordinary one-way ANOVA, Multiple Comparisons ***P = 0.001, ****P < 0.0001, ns = Not Significant, *p* > 0.05). **d** A Volcano plot with the relative fold change of gene expression in log 2 ratio and the FDR-adjusted p-value in log 2 ratio as X and Y axis showing the up and downregulated genes in aversive vCA1 cells compared to neutral group. Up or downregulated genes with FDR adjusted p-value less than 1e-5 plus at least four-fold differences were highlighted in either red or blue respectively. The gene names were displayed for the top 20 most significant genes as sorted by Wald statistics. **e** A Volcano plot showing the up and downregulated genes in appetitive vCA1 cells compared to neutral group. **f** A Venn diagram showing the 1104 differentially expressed genes (DEGs) in appetitive and 474 DEGs in aversive vCA1 cells. 262 DEGs were identified in both groups. **g** An UpSet plot showing 226 downregulated genes in both aversive and appetitive vCA1 cells, and 35 upregulated genes in both aversive and appetitive vCA1 cells. Only one gene (*Nufip1*) was upregulated in the appetitive engram but downregulated in the aversive engram. Error bars represent mean ± SEM.

Furthermore, the top 20 downregulated DEGs identified for aversive and appetitive vCA1 cells showed no overlap with each other, and 14 among the top 20 upregulated DEGs for aversive and appetitive vCA1 cells do not overlap with each other (Fig. 3d, e, Supplementary Tables 1 and 2), supporting the distinct transcriptomes in these neurons. 

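The genes with the smallest p-values in edgeR's test were compared between the groups. Among the top 20 higher genes of each comparison, 13 were in both lists and 7 were not. Among the top 20 lower genes, 1 was in both lists, Pcolce. Each of the 40 genes in Supplementary Tables 1 and 2 had the listed direction in these counts. At an adjusted p-value under 0.05, 5 of the 40 genes in Supplementary Table 1 were called: Ccl4, Ccl3, Ccl12, Etnppl and Luzp2, the last pair named after their values were seen. Of the 40 genes in Supplementary Table 2, 40 were called. With the adjustment made over each list alone, 40 of 40 passed in both, which shows no stability because the lists are the paper's own calls on these data. Ccl4 (ENSMUSG00000018930, chromosome 11 from 83662584 to 83664683) had 362.9 ± 412 CPM (SD, n = 2) in aversive cells, 425.2 ± 224 CPM (n = 2) in appetitive cells and 0 counts in each neutral library. Taken on group means, Ccl4 was at least 7670-fold higher in aversive cells (adjusted p = 0.0357) and at least 8980-fold higher in appetitive cells (adjusted p = 0.00993), and mock libraries had 28.55 to 234.9 CPM. Aversive replicates 1 and 3 had 654 and 71.84 CPM of Ccl4, so replicate 3 alone lay under the bound for aversive cells. By group means, Ccl12 (ENSMUSG00000035352, chromosome 11 from 82101845 to 82103400) was at least 2340-fold higher in aversive and at least 1720-fold higher in appetitive cells. It had 0 counts in neutral and 6.13 to 19.24 CPM in mock libraries. The aversive libraries had 197.6 and 23.81 CPM and the appetitive libraries 91.57 and 71.13 CPM, so the order of these bounds rests on aversive replicate 1. Among genes listed as lower in aversive cells, Rbpms2 (ENSMUSG00000032387, chromosome 9 from 65629648 to 65660528) was at least 400-fold lower (adjusted p = 0.084). For Fbxo30 (ENSMUSG00000047648, chromosome 10 from 11281330 to 11298052) the log2 fold change was -10.34 (SE 1.78, adjusted p = 0.075). Rbpms2 and Fbxo30 were under an adjusted p-value of 0.05 in every DESeq2 setting tried and in edgeR's fits without a filter and without either appetitive library. In appetitive cells, Perp (ENSMUSG00000019851, chromosome 10 from 18845020 to 18857073) was at least 773-fold lower (adjusted p = 0.00993). Ppp4c (ENSMUSG00000030697, chromosome 7 from 126785866 to 126792496) fell from 122 ± 17.7 CPM in neutral to 0.758 ± 0.187 CPM in appetitive cells, a log2 fold change of -7.32 (SE 0.99, adjusted p = 0.00993).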

Interestingly, among the 262 shared DEGs we identified one gene *Nufip1* (Nuclear Fragile X Mental Retardation Protein Interacting Protein 1) that was upregulated in appetitive vCA1 cells and downregulated in aversive vCA1 cells (Fig. 3g). This gene encodes a nuclear RNA binding protein that contains a C2H2 zinc finger motif and a nuclear localization signal^28^. 

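Nufip1 (ENSMUSG00000022009) lies on chromosome 14 of GRCm38 from 76110891 to 76137379. The aversive libraries had 4 and 17 counts on it and the appetitive libraries 1219 and 1920. Normalized levels were 0.27 ± 0.0994 CPM (SD, n = 2) in aversive, 97.95 ± 3.71 CPM (n = 2) in appetitive and 7.02 ± 1.43 CPM (n = 3) in neutral cells, and 7.17 to 15.83 CPM in mock libraries. Each aversive library was thus lower, and each appetitive library higher, than every neutral and mock library. In edgeR's test the log2 fold change was -4.67 (SE 1.16, adjusted p = 0.128) in aversive and 3.80 (SE 0.965, adjusted p = 0.0437) in appetitive vCA1 cells against the neutral group. The direct comparison of appetitive with aversive cells gave a log2 fold change of 8.47 (SE 1.41, adjusted p = 0.0253). In the comparison of aversive with neutral cells, the adjusted p-value lay between 3.78e-07 and 0.792 over the alternatives. It was under 0.05 in each DESeq2 setting tried and in no alternative fit of edgeR, and was not tested when each library needed at least 10 counts. The range was 1.65e-07 to 0.664 for appetitive against neutral and 8.7e-21 to 0.711 for appetitive against aversive cells.

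**Figure D2:**
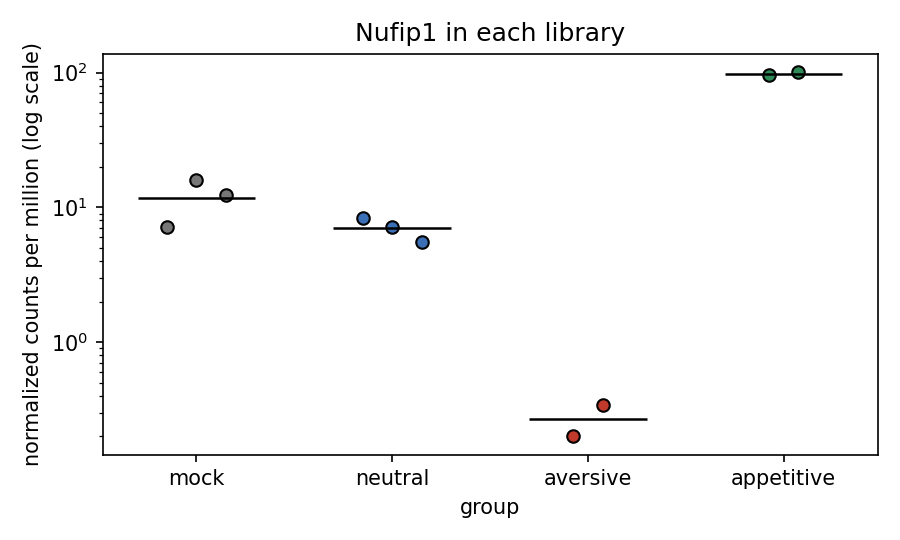
Normalized CPM of Nufip1 (y axis, log scale) in each mock, neutral, aversive and appetitive library (points), with the mean of each group as a line. The aversive libraries lie at 0.2 and 0.341 CPM and the appetitive libraries at 95.32 and 100.6 CPM, on either side of the neutral libraries.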

Diseases associated with *NUFIP1* mutations include Peho Syndrome (progressive encephalopathy with Edema, Hypsarrhythmia and Optic atrophy), an autosomal recessive and dominate, progressive neurodegenerative disorder that starts in the first few weeks or months of life. Its interacting protein FMRP1 is essential for protein synthesis in the synapse^29^ and CGG trinucleotide expansion mutation of FMR1 gene coding FMRP1 cause Fragile X syndrome, the most common intellectual disability in males^30^. Further investigation of the functional significance of *NUFIP1* and other DEGs could reveal mechanistic insights to the transcriptomic plasticity engaged by the valences of memory.

To gain deeper insight into the molecular signatures of transcriptomes associated with aversive and appetitive vCA1 cells, we performed Gene Ontology (GO) analysis of the up- and downregulated pathways in aversive and appetitive vCA1 cells (Fig. 4a–d). 

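Sets of genes were written by hand, or for olfactory receptors taken by symbol, for the processes named in Fig. 4, because Gene Ontology lists were not analysed here. Each set was tested with fgsea on all tested genes ranked by log2 fold change, with 10000 permutations, in 6 sets and 3 comparisons. False discovery rates (FDR) cover these 18 pairs. Genes and not libraries were permuted, so these rates do not measure the spread between libraries. Of 18 genes for ionotropic glutamate receptors, 17 were tested in aversive against neutral vCA1 cells, of which 14 were higher and 3 lower. Their normalized enrichment score (NES) was 2.19 (FDR 0.00151). No member had an adjusted p-value under 0.05 on its own. Neuron markers took a mean of 0.142% of the counts in aversive, 0.0201% in neutral and 0.055% in mock libraries. Their list lay at percentile 100 of random lists matched on expression in aversive against neutral cells. A different mix of sorted cells may therefore contribute to this score, which does not separate it from a change within neurons. The alternative that moved the score furthest was to leave out 1 library at a time, which gave scores from 1.65 to 2.23. By limma's camera test the FDR was 8.93e-07. That test used its small preset correlation between genes and not one estimated from these data, so a stronger correlation within the set was not allowed for. In the set of chemokine genes, also shown in Fig. 4a, the NES was 1.97 (FDR 0.00151).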

We found that the top upregulated pathway in aversive vCA1 cells involved neurotransmitter complexes such as ionotropic glutamate receptor activity (Fig. 4a). This finding is consistent with previous studies using brain tissues that identified 3,759 differentially methylated DNA regions in the hippocampus associated with 1,206 genes enriched in the categories of ion gated channel activity after contextual fear conditioning^29,31,32^. 

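Of 26 genes for DNA mismatch repair, 25 were tested in aversive against neutral vCA1 cells, and 17 of the 25 were lower. The NES was -1.63 (FDR 0.0161), and no member alone had an adjusted p-value under 0.05. With 1 library left out at a time, scores ranged from -1.73 to -1.31. In appetitive against neutral cells the same set had an NES of -1.44 (FDR 0.0284), and directly between appetitive and aversive cells -1.14 (FDR 0.312). This direct score passed the FDR threshold of 0.25 when genes were ranked by the signed square root of F (-1.29, FDR 0.171) and without a filter on low counts (-1.23, FDR 0.177).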

Interestingly, we found the top downregulated pathway in aversive vCA1 cells involved DNA mismatch repair (Fig. 4b). 

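In appetitive against neutral vCA1 cells, the ionotropic glutamate receptor genes had an NES of 2.35 (FDR 0.00365). Of the 17 tested, 12 were higher and 5 lower, and 2, Gria2 and Grik2, had an adjusted p-value under 0.05. Neuron markers took a mean of 0.0614% of the counts in appetitive and 0.0201% in neutral libraries, while their list lay at percentile 48.5 of matched random lists. These values do not settle whether the mix of cells contributed. Of 40 genes for axoneme assembly, the building of the microtubule core of cilia, 39 were tested and 38 were lower in appetitive cells. Their NES was -1.85 (FDR 0.000944), and 8 of them had an adjusted p-value under 0.05. The axoneme genes were also lower in aversive cells, with 31 of 39 genes lower and an NES of -1.70 (FDR 0.00365). These scores were taken relative to all ranked genes, whose median log2 fold change was -0.91 in appetitive cells.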

Although the top upregulated pathways in appetitive vCA1 cells also include ionotropic glutamate receptor activity (Fig. 4c), the top downregulated pathways in appetitive vCA1 cells enrich on axoneme assembly and microtubule bundle formation (Fig. 4d) different from the pathways downregulated in appetitive vCA1 cells (Fig. 4b). Next, we compared the RNA-seq data between aversive and appetitive vCA1 cells directly. 

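The appetitive and aversive libraries (n = 2 each) share a library kit and sequencer by their labels. At the paper's threshold edgeR called 0 genes between them, and its smallest adjusted p-value was 0.024. An unadjusted p-value under 0.05 was found for 3941 genes, 814 higher and 3127 lower in appetitive cells. At an adjusted p-value under 0.05, 356 genes were called, 23 higher and 333 lower, and 350 of these are protein-coding. The median log2 fold change of all tested genes was -0.48, or -0.34 with DESeq2's size factors. Of the 40 genes in Supplementary Table 3, 36 were called, 16 higher and 20 lower, and all 40 had the listed direction. With the adjustment over the list alone 40 passed, which shows no stability since the list comes from these data. Arf2 (ENSMUSG00000062421, chromosome 11 from 103966739 to 103985337) had 75.11 ± 22.1 CPM (SD, n = 2) in aversive and 0.327 ± 0.13 CPM in appetitive cells, a log2 fold change of -7.82 (SE 1.11, adjusted p = 0.024). For Zfp386 (ENSMUSG00000042063, chromosome 12 from 116047724 to 116063360) and Neu1 (ENSMUSG00000007038, chromosome 17 from 34931253 to 34935953) the log2 fold changes were -8.42 (SE 1.41) and -8.80 (SE 1.30). Pramef8 (ENSMUSG00000046862, chromosome 4 from 143412426 to 143421091) was at least 848-fold higher in appetitive cells. Lower by at least 317-fold, 264-fold and 189-fold were Tmem214 (ENSMUSG00000038828, chromosome 5 from 30868012 to 30879180), which overlaps Gm43808, Sdf2l1 (ENSMUSG00000022769, chromosome 16 from 17130138 to 17132383) and Hemk1. When only the appetitive and aversive libraries were fitted, 0 genes had an adjusted p-value under 0.05 and 794 an unadjusted one. DESeq2 with its prior on fold changes on all 10 libraries, a setting chosen after seeing the data, called 494 genes at the paper's threshold, as many as the paper.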

We identified 494 DEGs, including 47 upregulated genes and 447 downregulated genes (Supplementary Fig. 5a and Supplementary Table 3). Furthermore, we found that five pathways were upregulated in appetitive vCA1 cells such as nuclear exosome RNAse complex and 16 pathways were downregulated in appetitive engram compared to aversive vCA1 cells, such as axoneme assembly Supplementary Fig. 5b, c). These differentially altered signaling pathways between aversive and appetitive vCA1 cells, which resulted from multiple comparisons, support our conclusion that these neurons indeed represent transcriptionally distinct subpopulations. 

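Of 14 genes for the nuclear exosome, which degrades RNA, 13 were tested between appetitive and aversive vCA1 cells, and 11 were higher in appetitive cells. The NES was 1.83 (FDR 0.0161). The gene in this set with an adjusted p-value under 0.05 was Exosc9 (ENSMUSG00000027714, chromosome 3 from 36552606 to 36565727), which overlaps Ccna2 on the other strand. It had 102.4 ± 75.4 CPM (SD, n = 2) in appetitive and 0.0901 ± 0.0141 CPM (n = 2) in aversive cells, a log2 fold change of 10.12 (SE 1.47, adjusted p = 0.024). With 1 of the 4 compared libraries left out, the score was -0.87 without appetitive replicate 1, 1.15 without appetitive replicate 2, 1.85 without aversive replicate 1 and 1.23 without aversive replicate 3. Each of these leaves a group with a single library, so the score is given with no test. The axoneme genes had an NES of -1.63 (FDR 0.000944), with 36 of 39 lower in appetitive cells. Under an adjusted p-value of 0.05 were 4 of them, Rsph9 and also Cfap206, Rsph1 and Spef2, named after their values were seen.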

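The other sets were compared between appetitive and aversive vCA1 cells in the same way. Chemokine genes had an NES of -1.00 (FDR 0.535), or -1.46 (FDR 0.0449) when ranked by the signed square root of F and 1.52 without aversive replicate 1, which leaves 1 aversive library and has no test. The NES was -0.76 (FDR 0.831) for ionotropic glutamate receptors and -1.21 (FDR 0.258) for olfactory receptors, of which 18 were tested. Against the neutral group, olfactory receptors had an NES of -1.16 (FDR 0.312) in aversive and -1.38 (FDR 0.0712) in appetitive cells. With no filter on low counts 393 of these genes were ranked and the scores against the neutral group were 1.89 (FDR 0.00103) in aversive and -0.69 (FDR 1) in appetitive cells, and -1.30 (FDR 0.000639) directly between appetitive and aversive cells. Ranked by DESeq2's fold changes, 383 olfactory receptors gave scores of 2.15 (FDR 0.000628) in aversive and 1.82 (FDR 0.02) in appetitive against neutral cells. Their direct score between appetitive and aversive cells was -0.76 (FDR 0.986). From the genes and pathways that differ in the comparisons with the neutral group and in the direct comparison, the paper concludes that appetitive and aversive vCA1 cells are transcriptionally distinct subpopulations.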

One future direction is to explore the functions of these DEGs and altered signaling pathways. As a proof-of-concept, we applied GeneMANIA^33^ to predict the functions of the top 20 DEGs in Fig. 4e–h. For instance, the brain-specific angiogenesis inhibitor 2 (BAI2) is uniquely identified for the DEGs upregulated in aversive vCA1 cells (Fig. 4e), and the Ionotropic glutamate receptor is only implicated for the DEGs upregulated in appetitive vCA1 cells (Fig. 4g). Similarly, the WNT signaling pathway component Disheveled is uniquely identified for the DEGs downregulated in aversive vCA1 cells (Fig. 4f), and the TRPV1-4 channel is only implicated for the DEGs upregulated in appetitive vCA1 cells (Fig. 4h). 

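BAI2 is the product of Adgrb2 (ENSMUSG00000028782, chromosome 4 from 129984870 to 130022633). Aversive vCA1 cells had 28.31 ± 11.1 CPM (SD, n = 2), neutral libraries 0 counts and mock libraries 4.9 to 19.79 CPM, so that the gene was at least 598-fold higher in aversive than in neutral cells (adjusted p = 0.0698). In appetitive libraries it had 1.1 and 2.31 CPM. DESeq2 gave an adjusted p-value under 0.05 for this gene in each setting tried, as did edgeR in the fits without a filter and without either appetitive library. Gria2 (ENSMUSG00000033981, chromosome 3 from 80681450 to 80802835) overlaps Gm25749. Its level was 147.8 ± 79.2 CPM in appetitive and 0.134 ± 0.117 CPM (n = 3) in neutral cells, a log2 fold change of 10.10 (SE 1.71, adjusted p = 0.0173), and 56.85 and 551.8 CPM in the aversive libraries. In mock libraries Gria2 had 31.41 to 129.9 CPM, which overlaps the appetitive libraries at 91.77 and 203.8 CPM. Grik2 (ENSMUSG00000056073, chromosome 10 from 49094833 to 49788766) overlaps 6 other annotated genes. Appetitive replicates 1 and 2 had 2771 and 98 counts on it (216.7 and 5.13 CPM) and the neutral libraries 0. By the appetitive mean it was at least 2340-fold higher than in neutral cells (adjusted p = 0.0173), a bound set by appetitive replicate 1. Mock libraries had 5.36 to 14.73 CPM, so appetitive replicate 2 was not above them. In aversive libraries Grik2 had 3.05 and 9.24 CPM.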

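Dvl3 (ENSMUSG00000003233, chromosome 16 from 20516982 to 20534010) encodes a Disheveled protein and overlaps Gm16618 on the other strand. It had 0.12 ± 0.0284 CPM (SD, n = 2) in aversive and 36.36 ± 2.69 CPM (n = 3) in neutral cells, a log2 fold change of -8.19 (SE 1.55, adjusted p = 0.0938). In each DESeq2 setting tried, and in edgeR without a filter and without either appetitive library, this p-value was under 0.05. The appetitive libraries had 8.84 and 7.44 CPM of Dvl3. Trpv4 (ENSMUSG00000014158, chromosome 5 from 114622152 to 114658421) encodes a TRPV channel. The appetitive libraries had 0 and 2 counts on Trpv4, the neutral libraries 388.8 ± 221 CPM and the mock libraries 10.11 to 30.73 CPM. It was at least 1660-fold lower in appetitive than in neutral cells (adjusted p = 0.00993).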

Loss- and gain-function study of these predicted genes will provide mechanistic insight for the molecular signatures of engram neurons with different memory valences.

**Fig. 4:**
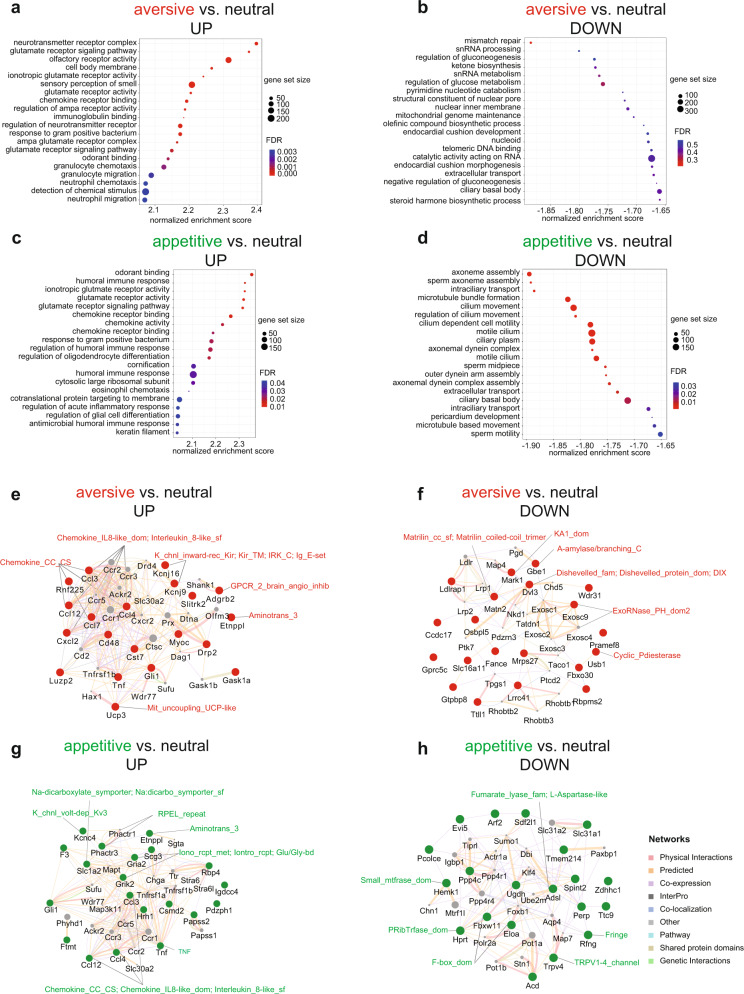
Gene ontology and GeneMANIA analysis provide further mechanistic insight into the molecular landscape of appetite and aversive engram regulation. **a** Gene Enrichment Set Analysis of the upregulated pathways in aversive engrams using Gene Ontology (GO) module. The size of the dot represents the gene count, and the color of the dot indicates the FDR. The pathway with an FDR-adjusted P value smaller than 0.25 is considered as significantly enriched. **b** GO analysis of downregulated pathways in aversive vCA1 cells. **c** GO analysis of upregulated pathways in appetitive vCA1 cells. **d** GO analysis of downregulated pathways in appetitive vCA1 cells. GeneMANIA network of the top 20 upregulated and downregulated genes in aversive and appetitive vCA1 cells, respectively. Genes with red nodes are upregulated **e**, or downregulated **f**, in the aversive vCA1 cells compared to the neutral sample, and genes with green nodes are upregulated (**g**) or downregulated (**h**) in the appetitive vCA1 compared to the neutral sample. The grey nodes represent the genes interacting with these 20 differentially expressed genes. The shared protein domains supported by InterPro domain databases within each network were labeled in red for aversive vCA1 cells and in green for appetitive vCA1 cells. The detailed description for each shared protein domain is listed in Supplementary Table 4. The interaction network categories between these genes are annotated in the legend next to panel **g**.

Besides the distinct transcriptomic profiles in engram neurons described above, recent studies reveal the transcriptional priming role of epigenetic regulation in engram^34^. To explore whether the dynamic epigenomic landscape also contributes to the specificity of engram neurons with different valences, we performed reduced representation bisulfite sequencing (RRBS) to characterize the DNA methylation landscapes in aversive and appetitive vCA1 cells. As shown in Fig. 5a, b, we identified 1939 differentially methylated cytosines (DMCs) with the change of DNA methylation larger than 20% and *p* value smaller than 0.05 in aversive vCA1 cells compared to the neutral group, and 3117 DMCs in appetitive vCA1 cells. These DMCs are located in the different positions of the genome including 5’UTR, promotor, exon, intron, 3’UTR, transcription termination sites (TTS), intergenic, noncoding regions, suggesting different functional output at the transcriptional level. Interestingly, the genomic distributions of these DMCs in aversive vCA1 cells are slightly different from the one in appetitive vCA1 (Supplementary Table 5). Based on these DMCs, we identified differentially methylated regions (DMRs) that contain at least two DMCs for each DMR (Fig. 5c, d). These DMRs allow us to identify the differentially methylated genes (DMGs) that either contain or close to these DMRs. The top 20 DMGs with the change of methylation level larger than 20% and *p* value smaller than 0.05 show no overlapping between aversive and appetitive vCA1 cells, suggesting different memory valences trigger different changes of DNA methylations. Among the 266 DMGs in appetitive vCA1 cells and the 98 DMGs in aversive vCA1 cells, only 32 DMGs are commonly shared (Fig. 5e, Supplementary Data 1), confirming the distinct DNA methylation landscape between these two populations of engram cells. Last, we performed Gene Ontology (GO) analysis of DMGs in aversive and appetitive vCA1 cells (Fig. 5f, g). We found that the pathways in aversive vCA1 cells mainly enriched in the structure and function of synaptic connections (Fig. 5f). However, the enriched pathways in appetitive vCA1 cells are much more diverse including axon growth, synaptic connection, ion channels, and RNA polymerase II transcription regulator complex (Fig. 5g). These differentially enriched pathways between aversive and appetitive vCA1 cells suggest potentially distinguished functional outputs attributed by DNA methylation at the transcriptional level to confer the specificity of memory valences. One interesting future direction is to explore the maintenance and functions of these DNA methylation changes during the consolidation and recall of memory. Overall, our results in Figs. 3, 4, and 5 showed that the distinct molecular signatures of aversive and appetitive vCA1 cells are reflected at the transcriptomic and epigenomic levels likely contributing to the different valences of memory.

**Fig. 5:**
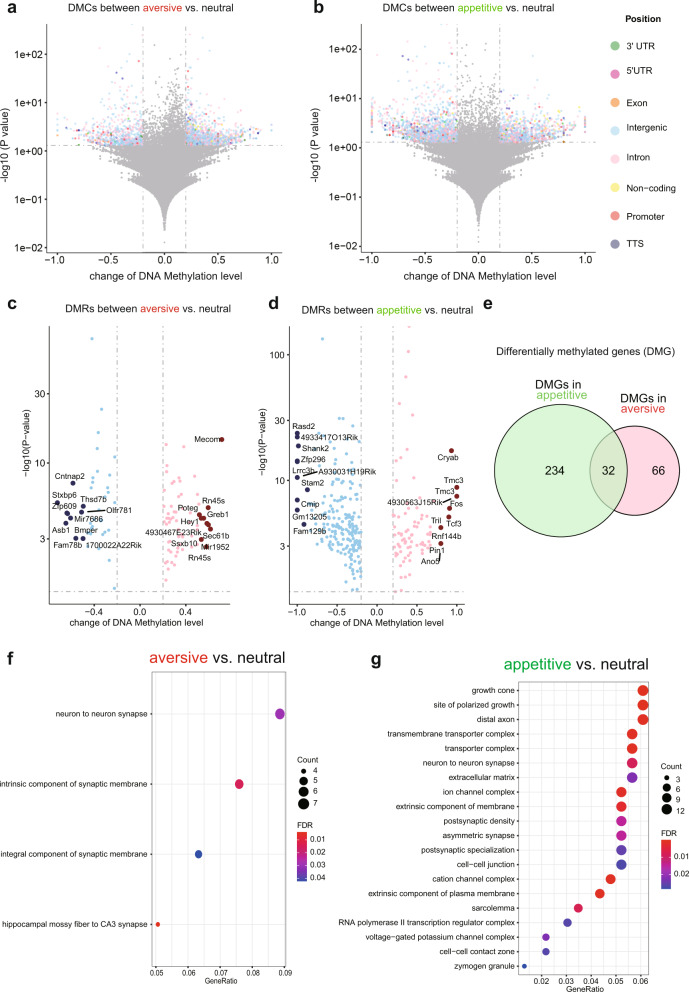
Distinct DNA methylation landscapes of aversive and appetitive vCA1 cells. Volcano plots showing the differentially methylated cytosines (DMC) with the change of DNA methylation larger than 20% and *p* value smaller than 0.05 in aversive **a**, or appetitive **b**, vCA1 cells compared to the neutral group. DMCs in different genomic positions (3’UTR, 5’UTR, exon, intergenic, intron, non-coding promotor, TSS) are color coded. Volcano plot showing differently methylated regions (DMRs) that contain at least two DMCs for each DMR in aversive **c**, and appetitive **d**, vCA1 cells. The top 10 hypermethylated and hypomethylated regions were highlighted in either pink or blue separately and were annotated to its nearest genes. **e** A Venn diagram showing differently methylated genes (DMGs) that are associated with DMRs in c and d identified in aversive and appetitive vCA1 cells. **f**, GO analysis of DMGs in aversive vCA1 cells. **g** GO analysis of DMGs in appetitive vCA1 cells.

vCA1 is known to have monosynaptic projections to the BLA, NAc, and the mPFC^35^. Previous studies have shown that these brain regions are important in the modulation of both appetitive and aversive experiences, especially in the NAc^26,36^ and the BLA^24,37^, in which molecularly and topographically distinct cellular populations have been identified for each behavior. Therefore, we tested for a causal role of tagged vHPC cell bodies and its selected terminals in driving behavior by first infusing a virus cocktail of AAV9-cFos-tTA and AAV9-TRE-ChR2-EYFP or AAV9-TRE-EYFP into vCA1. We then implanted an optical fiber bilaterally above either the vCA1 or its terminals, vCA1–BLA, vCA1–NAc, vCA1–PFC (Fig. 6a). We first found that all terminals were capable of activating their corresponding downstream targets by assessing increases in cFos levels following stimulation (Supplementary Fig. 6). Following 10 days of recovery, a separate group of mice were taken off DOX and tagged with aversive (i.e. shock) or appetitive (i.e. male-female interactions) experiences. As illustrated in Fig. 6b, for the first set of experiments, on Day 1, the aversively tagged mice were placed in a real-time place preference/avoidance (RTPP/A) chamber on day 1 to assess baseline levels. On day 3, the animals were placed back into the PTPP/A chamber; this time they received optical stimulation at 20 Hz bilaterally on one side and no stimulation on the other. We found that optical stimulation of vCA1–BLA or vCA1–NAc terminals drove aversion (Fig. 6e, f), whereas the EYFP controls, vCA1 cell body stimulation, and vCA1-PFC terminals did not statistically deviate from baseline levels (Fig. 6c, d, g). On day 5 of the experiment, the mice were subjected to an induction protocol, as previously reported^13^, to test the capacity of the engram to switch the behavior it drives. The aversive-tagged male mice were placed in a new chamber with a female mouse for 10 minutes while receiving optical stimulation for the entire duration of exposure. Afterwards, the animals were placed back in their chambers and assessed for behavioral changes on day 7. In this post-induction test, we observed that optical stimulation of vCA1–BLA terminals was now sufficient to drive preference despite driving aversion in the pre-induction test earlier (Fig. 6e). The induction protocol also revealed that vCA1–NAc terminals, which previously were sufficient to drive aversion, now had reversed or reset their capacity to modulate behavior and returned to baseline levels (Fig. 6g). Lastly, we saw no changes in the EYFP controls, vCA1 cell body, or vCA1–PFC stimulation (Fig. 6c, d, g).

**Fig. 6:**
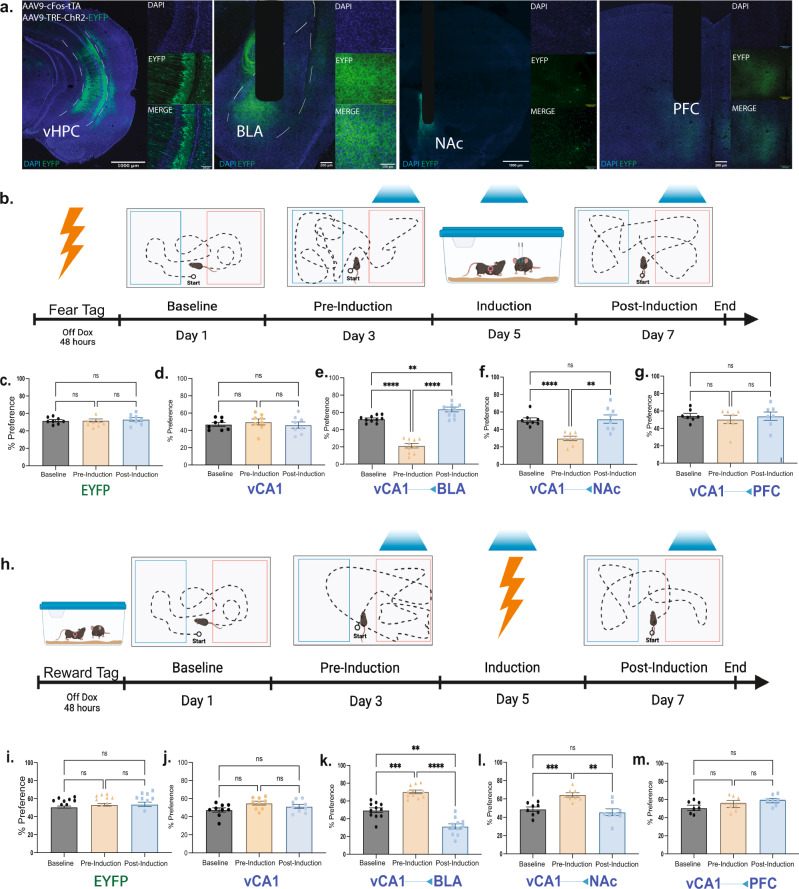
Hippocampal valence specific outputs are sufficient to drive preference or aversion in a projection-specific and functionally reversible manner. Mice were injected with a virus cocktail of AAV9-c-Fos-tTA AAV9-TRE-ChR2-EYFP or AAV9-TRE-EYFP into vCA1 and optic fibers were placed bilaterally over the cell bodies of vCA1 or the terminals from vCA1 to the BLA, Nacc, or the PFC, in separate groups. The mice were then tagged with either a aversive or appetitive experience and subjected to real time opto-place avoidance and preference. **a** Representative images of ChR2-EYFP labeling cell bodies in vCA1 and its respective terminals in the BLA, NAcc, and PFC. **b** Fear to reward protocol in which the subjects received stimulation of vCA1 cell body or vCA1 projections to the BLA, NAcc, or PFC terminals. **c**–**g** Percent preference for the stimulation side at baseline, preinduction, and postinduction (*n* = 7 subjects for EYFP controls, *n* = 8 subjects for vCA1, *n* = 8 subjects for BLA, *n* = 7 for NAcc, and *n* = 7 for PFC, **P = 0.0018, ***P = 0.0006, repeated measures one-way ANOVA followed by Tukey’s multiple comparison test). **h** Reward to Fear protocol in which the subjects received stimulation of BLA, NAcc, or PFC terminals originating from vCA1. **i**–**m**, Percent preference for the stimulation side at baseline, preinduction, and postinduction (*n* = 7 for EYFP, *n* = 9 for vCA1, *n* = 8 for BLA, *n* = 7 for NAcc, and *n* = 7 for PFC, ns = *p* > 0.05, **P = 0.0032, ****P < 0.0001, repeated measures one-way ANOVA followed by Tukey’s multiple comparison test. Error bars represent mean ± SEM.).

Next, we asked whether appetitive-tagged vCA1 terminals to the BLA, NAc, or PFC were sufficient to modulate behavior (Fig. 6h). Similar to the above findings, optical stimulation of vCA1–BLA (Fig. 6k) and vCA1-NAc (Fig. 6l) terminals, but not in any of the other groups (Fig. 6i, j, m), was sufficient to drive place preference. During the induction phase of the experiment, we placed the mice into a fear conditioning chamber where they received multiple foot shocks and simultaneous optical stimulation of the appetitive-tagged terminals. This experiment assessed if these vCA1 terminals are able to switch or reset their capacity to drive preference in a manner mirroring the experiments above. Indeed, we found that in the post-induction tests, the vCA1–BLA group switches from driving preference to aversion (Fig. 6k) while the vCA1–NAc group resets from driving preference back to baseline levels (Fig. 6l). Furthermore, we did not observe this effect in neutral-tagged animals (Supplementary Fig. 7), nor did we see any statistically significant behavioral changes for the RTPP/A task in the EYFP controls, vCA1 cell body stimulation group, or vCA1–PFC stimulation group (Fig. 6i, j, m). Importantly, we tested whether optical stimulation may cause increases in motor behaviors. We found no significant difference in distance traveled across all groups during light on or off epochs in an open field (Supplementary Fig. 8). Moreover, the lack of preference or avoidance observed from vCA1 cell body stimulation raised the possibility that vCA1’s role in driving behavior is determined in a terminal-specific manner^35^; a notion that dovetails with recent studies suggesting that computations along the axons of a given cell body can differentially drive behavior in accordance with the downstream target^8^. Taken together, these results suggest that vHPC cell bodies relay their behaviorally relevant and valence-specific content to its downstream targets despite sharing partially non-overlapping molecular and neuronal signatures and distinct projection patterns. This is corroborated by evidence showing that vHPC axonal outputs preferentially route independent features of a given behavior^7^.

## Discussion

Here we have shown that the vHPC processes appetitive and aversive experiences in defined populations of cells that are partially distinct at the molecular, cellular, and projection-specific levels. We also demonstrated their capacity to drive behaviors through functionally plastic projection-specific terminals. Our immunohistochemical data suggest that vCA1 contains at least three populations of neurons: two subsets that can be demarcated based on their anterior-posterior locations and preferential response to appetitive or aversive valences, and a third population that responds to both, perhaps reflecting a biological predilection for salience^5^. While their exact brain-wide structural and functional outputs remain undetermined, we speculate that our observed population of vCA1 cells responding to aversion are a superset of recently observed anxiety cells that transmit information to the hypothalamus^25^ and PFC^38^. Moreover, vCA1 cells processing aversive or appetitive perhaps route information to and innervate the BLA and NAc at differing anatomic, receptor- and cell-type specifically optimizing their capacity to integrate mnemonic information^25^.

Additionally, by combining transgenic activity-dependent tagging strategies with all-virus-based expression of fluorophores, our design permits the visualization of multiple ensembles in a within-subject manner, which coalesces with previous studies monitoring and manipulating a single ensemble active at two discrete time points as well^26^. By intersecting these approaches with genetic sequencing strategies, these tools enable the tagging, manipulation, and molecular documentation of cells processing aversive and appetitive behaviors, opening the possibility of cataloging topographical similarities and differences between the two in a brain-wide manner. For instance, future studies may probe the molecular composition of appetitive- and aversive-tagged vCA1 cells along its anterior-posterior axis, and test whether or not the transcriptomic profiles of these cells differ both across valence and their physical location. Moreover, it is intriguing that vCA1 appetitive- and aversive-tagged terminals showed evidence of segregation within the amygdala and hippocampus. Consequently, subsequent research may seek to functionally tease out their contributions to behavior, ands measure the types of information they are transmitting through a combination of imaging and terminal-specific perturbation approaches.

It is important to constrain interpretations of engrams given the vast array of genetic tools used to access cells in an activity-dependent manner. For instance, vCA1 ensembles vary drastically in size and in activity patterns across learning and memory. These numbers range from single percentages and can reach ~35% of cells depending on immediate early gene marker used, tagging strategy, rodent line, and viral tools employed^36,39–41^. Fittingly, we believe that our dual-tagging strategy partly over-samples the number of tagged cells given the time-frame necessary for tagging to occur (e.g. 48 hours off Dox; 72 hours post-4OHT injection^42–45^), and future experiments may aim to improve the temporal resolution of contemporary tagging approaches to enhance the signal-to-noise ratio of experience-related tagging to background tagging or leakiness. Additionally, cFos+ cells only reflect a subset of an engram that is otherwise distributed throughout the brain and recruits numerous immediate early genes, cell types, and complementary physiological activity that activity-dependent markers may fail to capture due to the relatively slow timescales of gene expression. We indeed note that while cFos+ cells indicate recent neural activity, a cell that was recently active does not necessarily have to express cFos especially across brain regions and cell types which presumably have their own thresholds for cFos expression. These points highlight the complex nature of a memory engram and underscore a caution that is warranted when interpreting data in light of inherent technical limitations. We believe that a multi-faceted approach combining genetic tagging strategies with real-time imaging during complex behaviors will help to disentangle the relationship between neural activity, genetic modifications, and systems-level changes in response to learning and memory.

Our terminal manipulations are in line with recent studies demonstrating terminal-specific routing of information from vCA1 cell bodies through a variety of single, bi-, and trifurcating processes^8,46,47^. Our data provide a gain-of-function demonstration that activated vCA1 terminals can drive preference or aversion, which we believe was obfuscated by cell body stimulation given that the latter presumably activates the cell body and most, if not all, corresponding axonal outputs. The former would selectively modulate a set of terminals emerging from vCA1 that project to a distinct target area while only minimally affecting vCA1 terminals projecting to other target areas. Additionally, while the molecular basis underlying our valence switch experiments remain unknown, we posit that the plasticity of the transcriptome could confer the ability to the switch which aspect of behavior a terminal drives given the rapid and enduring responses to learning and memory present at the genetic level in tagged cells^34^.

Indeed, the comprehensive transcriptional landscape in the mouse hippocampus is dynamic across the lifespan of memory formation and recall, and its experience-dependent modifications are largely present specifically in tagged cells within minutes of learning and lasting for several weeks^47^. Future experiments may perform RNA-seq on cells before and after the induction protocol to measure the ensuing transcriptional changes and identify putative loci mediating such functional plasticity. Further, our sequencing data enhances our understanding of how the ventral hippocampus genetically parses out both appetitive and aversive engrams, how those experiences can cause a change in the upregulation and down-regulation of discrete genes, and how these experiences can have lasting effects on the epigenetic genome through the methylation study (Fig. 4). Future studies, for instance, can build on recent work assessing the molecular and projection-defined connectivity between vCA1 and its downstream targets with MAPSeq^1^, while adding an activity-dependent component, such as our dual memory tagging approach, to measure organizing principles of the ventral hippocampus and its projections in a manner that takes a cell’s history into account. This study in particular provides an influential platform for characterizing the organization of the ventral hippocampus and its nonrandom input-output patterns, and we posit that this logic includes an activity-dependent-defined dimension such that appetitive and aversive experiences engage unique input-output hippocampal circuitry as well.

Finally, while the physiological basis by which terminals can switch or reset their capacity to drive valence-specific behaviors remains unclear, future studies may consider candidate mechanisms including homeostatic plasticity, dendritic growth and retraction, and counter-conditioning-facilitated changes along the axon-dendrite interface between vCA1 and the BLA or NAc^24,37^. In line with this speculation, previous studies have demonstrated that the dorsal hippocampus contains defined sets of functionally plastic cell bodies sufficient to drive aversive or appetitive behavior, while the BLA contains fixed populations that are sufficient to drive each behavior contingent on the anatomical location stimulated along the anterior-posterior axis as well as on their projection-specific sites^7,8,24,25,37^. Subsequent research can be aimed at utilizing our dual-memory tagging approach to genetically and physiologically map out which cell-types and circuits show such hardwired or experience-dependent responses to emotional memories as well. In our study, we speculate that vCA1 cells become appetitive or aversive in an experience-dependent manner as opposed to being hardwired for either valence per se, as has been observed in many other brain regions (e.g. BLA^24^). However, though it remains possible that a subset of these vCA1 cells are preferentially tuned to process a given valence in an experience-independent manner. Indeed, the notion that experience itself modifies these neurons to become appetitive or aversive does not preclude the possibility that subsequent experiences will modify their capacity in a flexible manner to drive a given behavior associated with a given valence.

Moreover, in our study, while the criteria for valence was met in Fig. 1 (e.g. hippocampus cells responded differentially to stimuli of positive and negative valence in a manner independent of stimulus features), our subsequent data sets honed in on a single appetitive (e.g. male-female social interactions) and a single aversive (e.g. foot shocks) experience for thorough molecular, anatomical, and behavioral profiling. Importantly, we highlight here that in order to make a direct claim about valence, the task structure needs to be held constant. For instance, an alternative interpretation of our current data is that our observed differences in gene enrichment profiles and anatomical segregation are due to the inherent differences in tasks used (e.g. male-female social interactions vs. contextual fear conditioning), and not valence per se. It remains possible therefore that male-female social interactions, which require multi-modal integration of social and contextual cues, recruit a unique set of genes and ventral hippocampal anatomy in comparison to contextual fear conditioning, in which a conditioned cue (e.g. context) is associated with an unconditioned cue (e.g. shock), and therefore recruits task-specific molecular and anatomical activity. As such, we propose that future studies may focus on tagging experiences in which most, if not all, environmental features are held constant except the valence associated with a unimodal stimulus itself, which we believe opens up an experimental platform for studying how multiple experiences of similar or varying valence differentially engage cellular populations. While we believe that this partially accounted for by utilizing multiple experiences of similar valence in Fig. 1, additional future experiments may implement an in vivo recording approach in which putative negative- and positive-tagged cells are imaged while task structure and valence are parametrically varied. Building from this notion, our RNA-Seq and DNA methylation data provides an additional means by which memories alter the functions of the genome in a valence-dependent manner, both in healthy and pathological states. For instance, our methylation data identified Pin1^48,49^ among 266 DMGs in the appetitive vCA1 cells, which is known for its neuroprotective qualities specifically in neurodegeneration through the regulation in the spread of cis p-tau. Follow-up studies may leverage these appetitive engrams by altering these DMGs as a means to alleviate psychiatric and neurodegenerative diseases.

Together, we propose that, in addition to processing spatio-temporal units of information, the hippocampus contains discrete sets of cells processing aversive and appetitive information that relay content-specific and behaviorally relevant information to downstream areas in a molecularly-defined and projection-specific manner, thus collectively providing a multisynaptic biological substrate for multiple memory engrams.

## Methods

### Subjects

Fos^CreER^ (Jax stock: #021882) and Wildtype male C57BL/6 mice (2-3 months of age; Charles River Labs) were housed in groups of 5 mice per cage. The animal vivarium was maintained on a 12:12-hour light cycle (lights on at 0700). Mice were placed on a diet containing 40 mg/kg doxycycline (Dox) for a minimum of 48 hours prior to surgery with access to food (doxycycline diet) and water *ad libitum*. Mice were given a minimum of ten days after surgery to recover. Dox-containing diet was replaced with standard mouse chow (*ad libitum*) 48 hours prior to behavioral tagging to open a time window of activity-dependent labeling^1,2^. All subjects were treated in accordance with protocol 17-008 approved by the Institutional Animal Care and Use Committee at Boston University. Experiments all complied with all relevant ethical regulations for animal testing and research as dictated by AALAC and IACUC standards.

### Stereotaxic surgery and optic implant

Stereotaxic injections and optical fiber implants follow methods previously reported^1,2^. All surgeries were performed under stereotaxic guidance and subsequent coordinates are given relative to bregma (in mm) dorsal-ventral injections were calculated and zeroed out relative to the skull. Mice were placed into a stereotaxic frame (Kopf Instruments, Tujunga, CA, USA) and anesthetized with 3% isoflurane during induction and lowered to 1–2% to maintain anesthesia (oxygen L/min) throughout the surgery. Ophthalmic ointment was applied to both eyes to prevent corneal desiccation. Hair was removed with a hair removal cream and the surgical site was cleaned three times with ethanol and betadine. Following this, an incision was made to expose the skull. Bilateral craniotomies involved drilling windows through the skull above the injection sites using a 0.5 mm diameter drill bit. Coordinates were −3.16 anteroposterior (AP), ± 3.1 mediolateral (ML), and −4.6 dorsoventral (DV) for vCA1; −1.8 AP, ± 3.1 ML, and −4.7 DV for the BLA; −1.25 AP, ± 1.0 ML, and −4.7 DV for the NAc; 1.70 AP, ± 0.35 ML, and −2.8 DV for the PFC. All mice were injected with a volume of 300 nl of cocktail per site at a control rate of 100 μl min^−1^ using a mineral oil-filled 33-gage beveled needle attached to a 10 μl Hamilton microsyringe (701LT; Hamilton) in a microsyringe pump (UMP3; WPI). The needle remained at the target site for five minutes post-injection before removal. For all targets, bilateral optic fibers were placed 0.5 DV above the injection site. Jewelry screws secured to the skull acted as anchors. Layers of adhesive cement (C&B Metabond) followed by dental cement (A-M Systems) were spread over the surgical site. Mice received 0.1 mL of 0.3 mg/ml buprenorphine (intraperitoneally) following surgery and were placed on a heating pad during surgery and recovery. Histological assessment verified viral targeting and fiber placements. Data from off-target injections were not included in analyses.

### Activity-dependent Viral Constructs

pAAV9-cFos-tTA, pAAV9-TRE-eYFP and pAAV9-TRE-mCherry were constructed as previously described (Ramirez et al., 2015). AAV9-c-Fos-tTA was combined with AAV9-TRE-eYFP or AAV9-TRE-ChR2-EYFP (UMass Vector core) prior to injection at a 1:1 ratio. This cocktail was further combined in a 1:1 ratio AAV9-CAG-Flex-DIO-TdTomato (UNC Vector Core).

### Optogenetic methods

Optic fiber implants were plugged into a patch cord connected to a 450 nm laser diode controlled by automated software (Doric Lenses). Laser output was tested at the beginning of every experiment to ensure that at least 15 mW of power was delivered at the end of the patch cord (Doric lenses).

### Behavior tagging

When animals were off Dox, as previously reported^9–12^, Dox diet was replaced with standard lab chow (*ad libitum*) 48-h prior to behavioral tagging. Female exposure: One female mouse (PD 30–40) was placed into a clean home cage with a clear cage top. The experimental male mouse was then placed into the chamber and allowed to interact freely for 2 hours. Fear exposure: Mice were placed into a conditioning chamber and received four 1.50 mA (2 s) foot shocks over an 8-minute training session. Following tagging, Dox was reintroduced to the diet and the male mice were returned to their home cage with access to Dox diet. For 4-OHT tagging, 4-hydroxytamoxifen (Sigma: H7904) was diluted into 100% ethanol and vortexed for 5 minutes. Once in solution, corn oil was added and the solution was sonicated to achieve a dilution of 10 mg/kg stock. When the solution was ready, 4-OHT was loaded into syringes for injection and any left-over solution was placed in the −20C to be used in the future. On the day of tagging, 200 mg of 10 mg/ml stock (2 mg 4OHT) was administered I.P. in Fos^creER^ mice 30 minutes following behavior and were left undisturbed for 72 hours. Mice were injected with saline or DMSO at least twice prior to tagging protocol to acclimate animals to injection and prevent off-target tagging.

### Behavioral assays

All behavior assays were conducted during the light cycle of the day (0700–1900). Mice were handled for 3–5 days, 5-10 minutes per day, before all behavioral experiments. The testing chamber consisted of a custom-built rectangular box with a fiber optic holder (38 × 23.5 × 42 cm). Red tape divided the chamber down the middle, creating two halves. Right and left sides for stimulation were randomized. Day 1 was used to assess baseline levels, during which the mouse was given 10 min to freely explore the arena. Animals were rerun in baseline days if they showed more than a 45–55% preference for either side. Animals were acclimated to the chamber until they had a minimum of a 45/55 preference. Once baseline is achieved, the day following the first engram tag, mice received light stimulation (15 ms pulses at 20-Hz) upon entry in the designated side of the chamber (counterbalanced across groups) over a 10-minute test period. Once the mouse entered the stimulated side, a TTL signal from the EthoVision software via a Noldus USB-IO Box triggered a stimulus generator (STG-4008, Multi-channel Systems). 6 A video camera (Activeon CX LCD Action Camera) recorded each session and an experimenter blind to treatment conditions scored the amount of time on each side. Statistical analyses involved one-way ANOVAs comparing group difference scores [time (in seconds) on stimulated side minus time on unstimulated side] as well as changes across days using matching or repeated measures one-way ANOVA. Behavioral diagrams were made with BioRender.

### Optogenetic induction protocol

For optogenetic fear induction, subjects were placed in a shock chamber with light stimulation (20 Hz, 15 ms) for 500 seconds. Foot shocks (1.5 mA, 2 s duration) were administered at the 198 s, 278 s, 358 s, and 438 s time points. During optogenetic reward induction, in a different room from the initial fear tag, the subject was placed into a clean homecage with a female mouse. Light stimulation (20 Hz, 15 ms) was applied to the male mouse for 10 minutes.

### Immunohistochemistry

Immunohistochemistry follows protocols previously reported^15,16,18^. Mice were overdosed with 3% isoflurane and perfused transcardially with cold (4 °C) phosphate-buffered saline (PBS) followed by 4% paraformaldehyde (PFA) in PBS. Brains were extracted and stored overnight in PFA at 4 °C. Fifty μm coronal sections were collected in serial order using a vibratome and collected in cold PBS. Sections were blocked for 1 hour at room temperature in PBST and 5% normal goat serum (NGS) or Bovine albumin serum (BSA) on a shaker. Sections were transferred to wells containing primary antibodies (1:1000 guinea anti-c-Fos [SySy]; 1:1000 rabbit anti-RFP [Rockland]; 1:5000 chicken anti-GFP [Invitrogen]) and allowed to incubate on a shaker overnight at room temperature or 3 days at 4 degrees C. Sections were then washed in PBST for 10-min (x3), followed by 2-hour incubation with secondary antibody (1:200 Alexa 555 anti-rabbit [Invitrogen]; 1:200 Alexa anti-guinea 647 [Invitrogen]; 1:200 Alexa 488 anti-chicken [Invitrogen]). Following three additional 10-min washes in PBST, sections were mounted onto micro slides (VWR International, LLC). Vectashield Hart Set Mounting Medium with DAPI (Vector Laboratories, Inc) was applied, slides were coverslipped, and allowed to dry overnight.

### Cell quantification

Only animals that had accurate bilateral injections were selected for quantification. Fluorescent images were acquired using a confocal microscope (Zeiss LSM800, Germany) at the 20X objective. For cfos quantification, all animals were sacrificed 90 minutes post-behavior for immunohistochemical analyses. The number of EYFP, TdTomato, and *c-Fos*-immunoreactive neurons in the vCA1 were counted to measure the number of active cells in the respective area. 3– 5 coronal slices (spaced 50 um from each other) per mouse of which the means were taken; each N value contains 3-5 image quantification for 3-5 mice. The number of eYFP-positive, TdTomato-positive, and *c-Fos*-positive, and DAPI-positive cells in a set region of interest (ROI) were quantified manually across two different experimenters with ImageJ (https://imagej.nih.gov/ij/). The size of the ROI was standardized across brains, animals, experiments, and groups. The two counters were blind to experimental and control groups. To calculate the percentage of tagged cells we counted the number of fluorescently positive cells and divided them by the total number of DAPI cells. Overlaps were counted as a percentage over DAPI as well, for example, cells that were positive for both EYFP and TdTomato were counted over DAPI. Venn Diagram charts are representative graphs of the proportion of EYFP + , TdTomato + , and cfos+ cells normalized to 100% not to DAPI.

#### Fluorescence intensity calculations

50-micron coronal sections were stained with chicken anti GFP (1:1000) and rabbit anti RFP (1:1000) as described above. Fluorescent images were taken at 20X magnification using a confocal microscope (Zeiss LSM800, Germany). All laser and imaging settings were maintain consistent across all animals and all brain regions imaged. Regions of interest (ROIs) were maintained consistent across images, sections, and animals. ROIs were identified using landmarks and referencing the Paxinos & Franklin Mouse Brain Atlas. Fluorescence quantification was conducted in ImageJ. After manual selection of the ROI using the selections tool, we set to gather information for area integrated density and mean grey value. Images were analyzed for EYFP and TdTomato separately. Within each image we gathered information about the average fluorescence of the terminals as well as background/baseline levels of a negative region to have a means of normalization. From here we used the following formula for Corrected

Total Fluorescence (CTF)^50–52^

1 $${Integrated\; density}-[{Area\; of\; Selected\; ROI}\times {Mean\; Fluorescence\; of\; Baseline}/{background}].$$

This gave us the arbitrary units for average fluorescence intensity of our EYFP vs TdTomato terminals of interest.

### Image integrity

Acquired image files (.czi) were opened in ImageJ. Processing of images in Fig. 1 involved maximizing intensity, removing outlier noise, and adjusting contrast of images.

### Generation of single cell suspension from mouse hippocampal tissue

Five-week-old male mice labeled with ChR2-YFP transgene^1^ after conditioning were euthanized by isoflurane. Mouse brains were rapidly extracted, and the hippocampal regions were isolated by microdissection. Eight mice were pooled by each experimental condition. Single cell suspension was prepared according to the guideline of Adult Brain Dissociation Kit (Miltenyi Botec, Cat No: 13-107-677). Briefly, the hippocampal samples were incubated with digestion enzymes in the C Tube placed on the gentleMACS Octo Dissociator with Heaters with gentleMACS Program: 37C_ABDK_01. After termination of the program, the samples were applied through a MACS SmartStrainer (70 μm). Then a debris removal step and a red blood cell removal step were applied to obtain single cell suspension.

### Isolation of YFP-positive single cell by FACS

The single cell suspension was subject to a BD FACSAria cell sorter according to the manufacturer’s protocol to isolate EYFP-single cell population.

### Preparation of RNA-seq library

The RNA of FACS isolated YFP-positive cells was extracted by using Trizol (Life Technologies) followed by Direct-zol kit (Zymo Research) according to manufacturer’s instructions. Then the RNA-seq library was prepared using SMART-Seq® v4 Ultra® Low Input RNA Kit (TaKaRa).

### Analysis of RNA-seq data

The resulting reads from Illumina had good quality by checking with FastQC^53^. The first 40 bp of the reads were mapped to mouse genome (mm10) using STAR^26^, which was indexed with Ensembl GRCm38.91 gene annotation. The read counts were obtained using featureCounts^54^ function from Subread package with unstranded option^55^. Reads were normalized by library size and differential expression analysis based on negative binomial distribution was done with DESeq2^56^. Genes with FDR-adjusted p-value less than 0.00001 plus more than 4-fold difference were considered to be differentially expressed. Raw data along with gene expression levels are deposited to NCBI Gene Expression Omnibusas GSE198731. For Gene Ontology analysis, we ranked protein-coding genes by their fold changes and used as the input for GseaPreranked tool^57^. Based on the GSEA outputs, the dot plots were created with a custom R script. The pathways with FDR- adjusted p-value less than 0.25 were considered to be enriched. GeneMANIA network were analyzed by GeneMANIA^33^. The max resultant genes were 20 and the max resultant attributes were 10. All networks were assigned an equal weight. The network plots were generated by Cytoscape^58^.

### Preparation of RRBS-seq library

The genomic DNA of FACS isolated YFP-positive cells was extracted by using DNeasy Blood & Tissue Kit (Qiagen) according to manufacturer’s instructions. Then genomic DNA was digested by MspI enzyme (NEB) and size selected using the EpiNext™DNA Size Selection Kit (EpigenTek) to enrich the DNA fragment between 100-600 bp. The selected DNA fragments were used to prepared into sequencing library with EpiNext™High-Sensitivity Bisulfite-Seq Kit (EpigenTek) according to manufacturer’s instructions.

### Analysis of RRBS data

Raw reads were trimmed using cutadapt^59^ and then mapped to mouse genome (mm10) using Bismark^60^ Mcomp module from MOABS^61^ was used to call the differently methylated cytosines (DMCs) and regions (DMRs). Only Cytosines covered with at least five reads were used for further analysis. Differences in DNA methylation levels greater than 0.2 and *P* value from Fisher Exact Test smaller than 0.05 were considered as DMCs. Raw data is deposited to NCBI Gene Expression Omnibus as GSE208137. The differently methylated regions at least included two DMCs, and the max distance between two DMCs was 300 bp. Homer^62^ software was used for DMCs and DMRs annotation. GO analysis was done by R package clusterProfiler^63^.

### Slice electrophysiology recording

FosCRE-ERT2 male mice were injected with a 1:1 ratio of AAV-CAG-FLEX-TdTomato + AAV-cfos-tTA+AAv-TRE-EYFP into the ventral hippocampus. Animals were counterbalanced for the experiment where half received appetitive tagging with 4OHT and aversive tagging with Dox and the other half received aversive tagging with 4OHT and appetitive tagging with Dox. Coronal slices of the ventral hippocampus were prepared from previously injected animals, 3-5 days post tagging experience. Animals were deeply anesthetized with isoflurane anesthesia, decapitated and the brains were removed. Brain slices were prepared in oxygen-perfused sucrose-substitute artificial cerebrospinal fluid (ACSF). Solution contained: 185 mM NaCl, 2.5 mM KCl, 1.25 mM NaH_2_PO_4_, mM MgCl_2_, 25 mM NaHCO_3_, 12.5 mM glucose, and 0.5 mM CaCl_2_. 400 µm slices were cut via Leica VT 1200 (Leica Microsystems) and incubated in 30 °C ACSF consisting of 125 mM NaCl, 25 mM NaHCO_3_, 25 mM D-glucose, 2 mM KCl, 2 mM CaCl_2_, 1.25 mM NaH_2_PO_4_, and 1 mM MgCl_2_, for 20 minutes and then cooled to room temperature. Two-photon imaging system (Thorlabs Inc.) was used to distinguish appetitive and aversive cells. Imaging system is equipped with a mode-locked Ti:Sapphire laser (Chameleon Ultra II; Coherent) which was set to wavelengths between 920 nm to 950 nm in order to excite Alexa Fluor 488 and 568, tdTomato and EYFP fluorophores using a 20x, NA 1.0 objective lens (Olympus). In order to ensure differences between the two populations is not attributable to the type of virus used for tagging the neurons, two groups of animals were prepared. In one group appetitive memories tagged with tdTomato and aversive ones with EYFP and in the other one vice versa. Patch-clamp electrodes with 0.6–1 μm tips were pulled via horizontal puller (Sutter Instruments), and pipette resistance was recorded between 4 and 6 MΩ. Pipettes were filled with intracellular fluid containing: 120 mM K-gluconate, 20 mM KCl, 10 mM HEPES, 7 mM diTrisPhCr, 4 mM Na_2_ATP, 2 mM MgCl_2_, 0.3 mM Tris-GTP, and 0.2 mM EGTA; buffered to pH 7.3 with KOH. 0.15% weight/volume of Alexa Fluor (Thermo Fisher Scientific) 488 hydrazide (for recording from tdTomato cells) or 567 (for recording from EYFP cells) were added to visualize the recording pipette under the imaging system. Prior to breaking into the cells, pipette capacitance neutralization and bridge balance compensation were performed. Data was acquired using Multiclamp 700B (Molecular Devices) and a Digidata 1550 (Molecular Devices) with sampling rate of 10 kHz.

### Electrophysiology data analysis

Brain slice electrophysiology data analysis was performed in python with custom-written scripts using pyABF package (http://swharden.com/pyabf/). For spike shape analysis, spike onsets were identified using their first derivative, corresponding voltage was called spike onset. Spike half-width indicates the time between the two halves of peak voltage. For dynamic analysis of spiking properties stepwise current injections were performed. Firing threshold is the voltage at which a neuron fires at least a single spike, and firing onset is the corresponding current. FI gain was calculated as change in the firing frequency from the lowest to the highest frequency of firing divided by current injected. Adaptation ratio was obtained by dividing the mean inter spike intervals (ISIs) during the last 200 ms of spiking by the mean ISIs during the first 200 ms of spiking. Comparison between appetitive and aversive memory cells were done both within a single slice, within an animal as well as across animals to control for potential differences between animals or slices. Since the results in all three situations were similar, the pooled data for comparison of different groups d’Agostino-Pearson K2 test was used to determine normality of data. Based on the normality results, either independent t-test (normal distribution) or Mann-Whitney-Wilcoxon test two-sided with Bonferroni correction were used.

### Sampling strategy

Subjects were randomly assigned to groups. No statistical methods were used to determine sample size; the number of subjects per group were based on those in previously published studies and are reported in figure captions.

### Reproducibility

Behavioral experiments were replicated at least three times with three different experimenters. The first experiments were run at a different institution and the last two replications were run at Boston University. Not only did the behavioral findings stand across experimenters (1 male, 2 females), but it stood across institutions as well. Sequencing data was replicated twice as well to confirm original findings. All behavioral and cell counters and scorers were blinded to experimental and control groups.

### Statistics and reproducibility

For behavioral experiments were conducted on a sample size ranging from 7 to 10; animals that were mistargetted or had unilateral expression of the virus were removed from the experiment. For histological analysis sample sizes ranged from 3-4 animals pre group. RNA-Sequencing or RRBS data was conducted with a pooled sample group of 8 animals per experimental group. Mock, or untagged control, sample size was 2 mice. For electrophysiology experiments, the sample size ranged from 4-8 animals. Data were analyzed using Prism (GraphPad Software, La Jolla, CA). Data were analyzed using paired t-tests (two factors), unpaired t-tests, one-way or two-way ANOVAs with repeated measures ANOVAs (more than two factors), where appropriate. Post-hoc analyses (Tukey’s multiple comparisons test) were used to characterize treatment and interaction effects, when statistically significant alpha set at *p* < 0.05, two-tailed). Statistical analyses are reported in figure captions. All graphs with displayed bar graphs represent Standard Error of Mean (SEM).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1 (new)

Supplementary Data 2

Reporting Summary

## Data Availability

RNA-Sequencing and methylation data is publicly available through the NIH platform, Gene Expression Omnibus (GEO) available RNA-seq data: GSE198731 and RRBS-seq data: GSE208137 respectively. Behavioral data is available upon request of the senior authors. Source data underlying Figs. 1, 2, 3 and 6 can be found in Supplementary Data 2. Additional data that support the findings of this study are available from the corresponding author upon reasonable request.

## References

[1] Gergues MM (2020). Circuit and molecular architecture of a ventral hippocampal network. Nat. Neurosci..

[2] Josselyn, S. A. & Tonegawa, S. Memory engrams: Recalling the past and imagining the future. *Science***367**, eaaw4325 (2020)10.1126/science.aaw4325PMC757756031896692

[3] Josselyn S, Köhler S, Frankland P (2015). Finding the engram. Nat. Rev. Neurosci..

[4] Cai DJ (2016). A shared neural ensemble links distinct contextual memories encoded close in time. Nature.

[5] Fanselow, M. S. & Dong, H.W., Neuron 65, 7–19 (2010).10.1016/j.neuron.2009.11.031PMC282272720152109

[6] Gaurgier JL, Tank DW (2018). A dedication population for reward coding in the hippocampus. Neuron.

[7] Xu C (2016). Distinct hippocampal pathways mediate dissociable roles of context in memory retrieval. Cell.

[8] Ciocchi S, Passecker J, Malagon-Vina H, Mikus N, Klausberger T (2015). Selective information routing by ventral hippocampal CA1 projection neurons. Science.

[9] Padilla-Coreano N (2016). Direct Ventral Hippocampal-Prefrontal Input is Required for Anxiety-Related Neural Activity and Behavior. Neuron.

[10] Kim J, Pignatelli M, Xu S, Itohara S, Tonegawa S (2016). Antagonistic negative and positive neurons of the basolateral amygdala. Nat. Neurosci..

[11] Liu X (2012). Optogenetic stimulation of a hippocampal engram activates fear memory recall. Nature.

[12] Ramirez S (2013). Creating a false memory in the hippocampus. Science.

[13] Redondo RL (2014). Bidirectional switch of the valence associated with a hippocampal contextual memory engram. Nature.

[14] Ryan TJ, Roy DS, Pignatelli M, Arons A, Tonegawa S (2015). Engram cells retain memory under retrograde amnesia. Science.

[15] Gore F (2015). Neural representations of unconditioned stimuli inn basolateral amygdala mediate innate and learned responses. Cell.

[16] Rashid AJ (2017). Competition between engrams influences fear memory formation and recall. Science.

[17] Yokose J (2017). Overlapping memory trace indispensable for linking, but not recalling, individual memories. Science.

[18] DeNardo LA (2019). Temporal evolution of cortical ensembles promoting remote memory retrieval. Nat. Neurosci..

[19] Chen BK (2019). Artificially enhancing and suppressing hippocampus-mediated memories. Curr. Biol..

[20] Rodriguez E (2019). Identifying Parabrachial neurons selectively regulating satiety for highly palatable food in mice. Eneuro.

[21] Peters J, Dieppa-Perea LM, Melendez LM, Quirk GJ (2010). Induction of fear extinction with hippocampal-infralimbic BDNF. Science.

[22] Gan L (2018). Converging pathways in neurodegeneration, from genetics to mechanisms. Nat. Neurosci..

[23] Ramirez S (2015). Activating positive memory engrams suppresses depression-like behaviour. Nature.

[24] Beyeler A (2016). Divergent Routing of Positive and Negative Information from the Amygdala during Memory Retrieval. Neuron.

[25] Jimenez JC (2018). Anxiety cells in a hippocampal-hypothalamic circuit. Neuron.

[26] Xiu J (2014). Visualizing an emotional valence map in the limbic forebrain by TAI-FISH. Nat. Neurosci..

[27] Ye L (2016). Wiring and Molecular Features of Prefrontal Ensembles Representing Distinct Experiences. Cell.

[28] Bardoni B, Schenck A, Mandel JL (1999). A novel RNA-binding nuclear protein that interacts with the fragile X mental retardation (FMR1) protein. Hum. Mol. Genet.

[29] Duke CG, Kennedy AJ, Gavin CF, Day JJ, Sweatt JD (2017). Experience-dependent epigenomic reorganization in the hippocampus. Learn. Mem..

[30] Hagerman RJ (2017). Fragile X syndrome. Nat. Rev. Dis. Prim..

[31] Halder R (2016). DNA methylation changes in plasticity genes accompany the formation and maintenance of memory. Nat. Neurosci..

[32] Sidorov MS, Auerbach BD, Bear MF (2013). Fragile X mental retardation protein and synaptic plasticity. Mol. brain.

[33] Warde-Farley, D. et al. The Genemania Prediction Server: Biological Network Integration for Gene Prioritization and Predicting Gene Function. *Nucleic Acids Res.***38**, 2 (2010)10.1093/nar/gkq537PMC289618620576703

[34] Marco A (2020). Mapping the Epigenomic and Transcriptomic Interplay during Memory Formation and Recall in the Hippocampal Engram Ensemble. Nat. Neurosci..

[35] Warden MR (2012). A prefrontal cortex-brainstem neuronal projection that controls response to behavioural challenge. Nature.

[36] Zhou Y (2019). A ventral CA1 to nucleus accumbens core engram circuit mediates conditioned place preference for cocaine. Nat. Neurosci..

[37] Namburi P (2015). A circuit mechanism for differentiating positive and negative associations. Nature.

[38] Spellman T (2015). Hippocampal–prefrontal input supports spatial encoding in working memory. Nature.

[39] Knapska E, Mikosz M, Werka T, Maren S (2009). Social modulation of learning in rats. Learn. Mem. (Cold Spring Harb., N. Y.).

[40] Nakazawa, Y. et al. Memory Retrieval along the Proximodistal Axis of CA1. *Hippocampus* 9, 1140–1148.10.1002/hipo.22596PMC499673227068122

[41] Graham K (2021). Hippocampal and Thalamic Afferents Form Distinct Synaptic Microcircuits in the Mouse Infralimbic Frontal Cortex. Cell Rep..

[42] Goode TD (2020). An Integrated Index: Engrams, Place Cells, and Hippocampal Memory. Neuron.

[43] Rao-Ruiz, P. et al. Engram-Specific Transcriptome Profiling of Contextual Memory Consolidation. *Nat. Commun.***1**, 2232 (2019)10.1038/s41467-019-09960-xPMC652769731110186

[44] Reijmers, L. Genetic Control of Active Neural Circuits. *Front. Mol. Neurosci.* (2009)10.3389/neuro.02.027.2009PMC280255320057936

[45] Sweis, B. M. et al. Dynamic and Heterogeneous Neural Ensembles Contribute to a Memory Engram. *Curr. Opin. Neurobiol.* 199–206 (2021)10.1016/j.conb.2020.11.017PMC819233533388602

[46] Arszovszki, A. et al. Three Axonal Projection Routes of Individual Pyramidal Cells in the Ventral CA1 Hippocampus. *Front. Neuroanatomy* (2014)10.3389/fnana.2014.00053PMC406948525009471

[47] Chen MB (2020). Persistent Transcriptional Programmes Are Associated with Remote Memory. Nature.

[48] Albayram O (2017). *Cis* P-tau is induced in clinical and preclinical brain injury and contributes to post-injury sequelae. Nat. Commun..

[49] Kondo A (2015). Antibody against early driver of neurodegeneration *cis* P-tau blocks brain injury and tauopathy. Nature.

[50] Donohue, J. D. et al. Parahippocampal Latrophilin-2 (ADGRL2) Expression Controls Topographical Presubiculum to Entorhinal Cortex Circuit Connectivity. *Cell Rep.***8**, 110031. (2021)10.1016/j.celrep.2021.11003134818557

[51] Phillips, M. L. et al. Ventral Hippocampal Projections to the Medial Prefrontal Cortex Regulate Social Memory. *ELife* (2019)10.7554/eLife.44182PMC654258731112129

[52] Shihan, M. H. et al. A Simple Method for Quantitating Confocal Fluorescent Images. *Biochem. Biophys. Rep.* 100916. (2021)10.1016/j.bbrep.2021.100916PMC785642833553685

[53] “Babraham Bioinformatics - FastQC A Quality Control Tool for High Throughput Sequence Data.” *Babraham Bioinformatics*, http://www.bioinformatics.babraham.ac.uk/projects/fastqc/. Accessed 7 Apr. 2022.

[54] Dobin A (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[55] Liao Y, Smyth GK, Shi W (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[56] Love, M. I. et al. “Moderated Estimation of Fold Change and Dispersion for RNA-Seq Data with DESeq2.” *Genome Biol.***12**, (2014)10.1186/s13059-014-0550-8PMC430204925516281

[57] Subramanian A (2005). Gene Set Enrichment Analysis: A Knowledge-Based Approach for Interpreting Genome-Wide Expression Profiles. Proc. Natl Acad. Sci..

[58] Shannon P (2003). Cytoscape: A Software Environment for Integrated Models of Biomolecular Interaction Networks. Genome Res..

[59] Martin M (2011). CUTADAPT Removes Adapter Sequences from High-Throughput Sequencing Reads. EMBnet. J..

[60] Krueger, F., & S. R. Andrews. “Bismark: A Flexible Aligner and Methylation Caller for Bisulfite-Seq Applications.” *Bioinformatics*, no. 11, Oxford University Press (OUP) 1571–1572. (2011)10.1093/bioinformatics/btr167PMC310222121493656

[61] Sun, D. et al. MOABS: Model Based Analysis of Bisulfite Sequencing Data. *Genome Biol.***15**, (2014)10.1186/gb-2014-15-2-r38PMC405460824565500

[62] Heinz S (2010). Simple Combinations of Lineage-Determining Transcription Factors Prime Cis-Regulatory Elements Required for Macrophage and B Cell Identities. Mol. Cell.

[63] Yu G (2012). Clusterprofiler: An R Package for Comparing Biological Themes among Gene Clusters. OMICS: A J. Integr. Biol..

# Supplementary material for: Hippocampal cells segregate positive and negative engrams
**Source:** Commun Biol. 2022 Sep 26;5:1009. doi: 10.1038/s42003-022-03906-8
**Supplement:** Supplementary file 1 — Supplementary Information

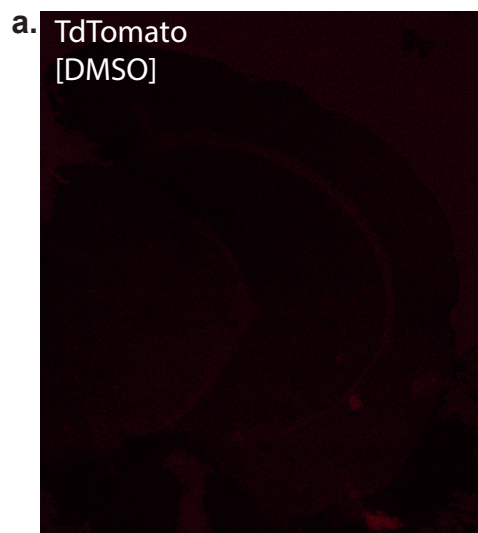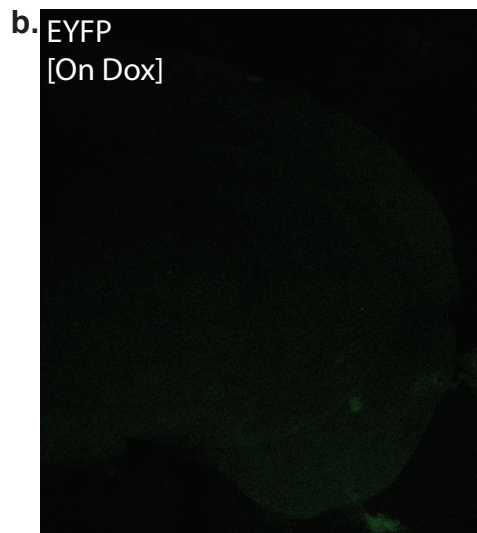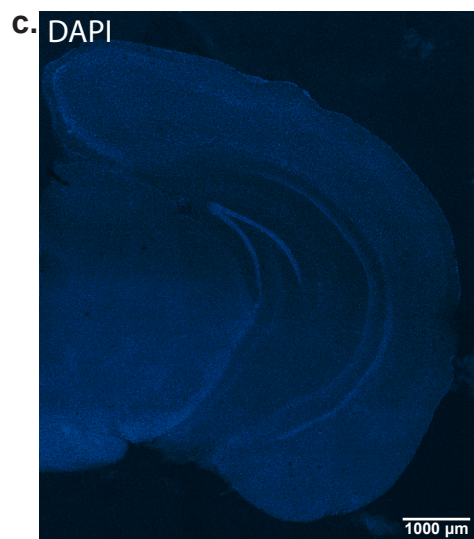

**Supplementary Figure 1: Representative image of TRAP2 ‘leakiness’ in vHPC. a,**  
Representative image of TdTomato expression in mouse with DMSO injection instead of 4-  
OHT. **b,** EYFP expression in the same mouse while remaining on DOX continuously. **c,** DAPI.

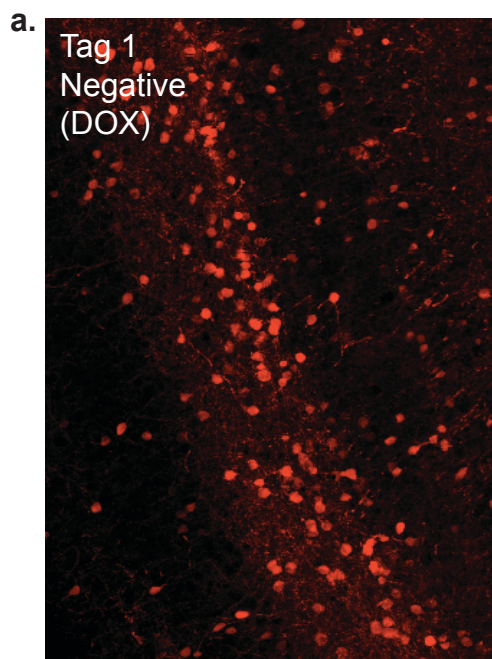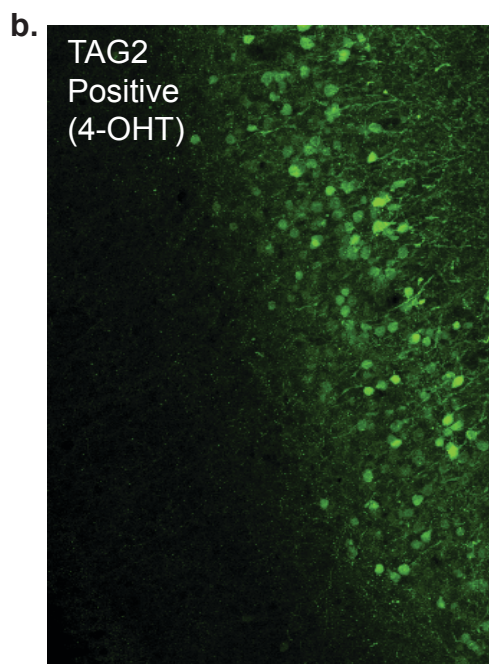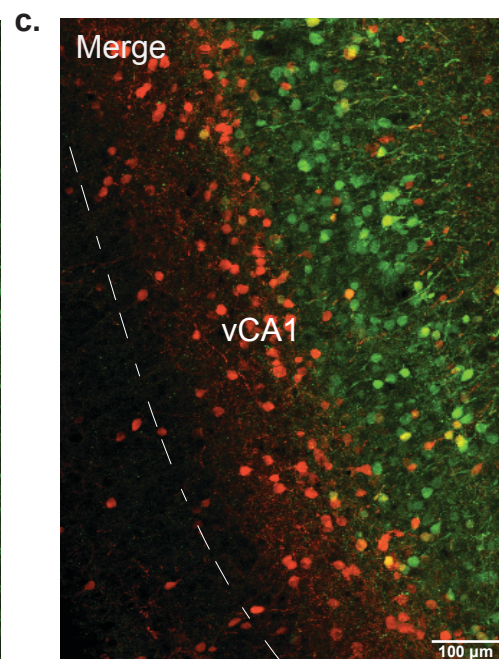

**Supplementary Figure 2: Anterior-posterior vCA1 segregation of appetitive and aversive engrams occurs regardless of experience timing.** Here, the mouse was first taken off dox and experienced four foot shocks at 2 seconds each, 4 times. 48 hours later, the mouse was allowed to interact with a female mouse to tag the appetitive experience with 4-OHT. As shown in figures **a**, **b**, and **c**, we still see a clear segregation of appetitive and aversive engrams across vCA1, similar to the segregation shown in Fig 1c-d.

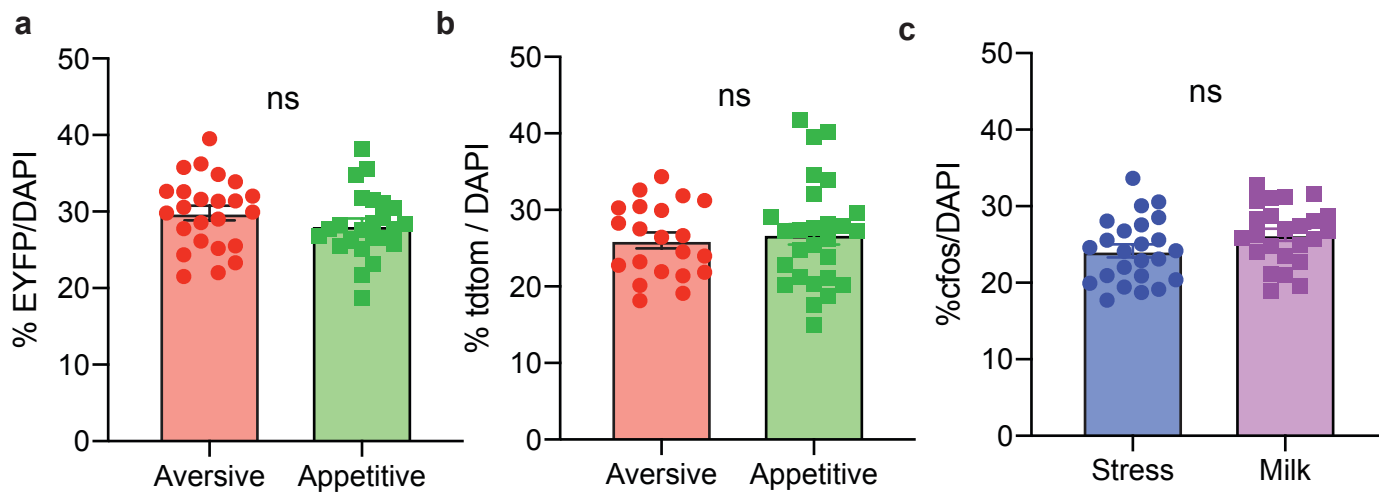

**Supplementary Figure 3: Cell recruitment based on valence type and cfos overlap**

**measures. a,** No significant (ns) difference in % overlap of EYFP over DAPI for shock vs female tags ( $t=1.242$ ,  $df=46$ ;  $p=0.2246$ ). **b,** % No significant (ns) difference in % overlap of TdTomato over DAPI for shock vs female tags ( $t=0.4359$ ,  $df=46$ ;  $p=0.665$ ). **c** No significant (ns) difference in % overlap of cfos over DAPI for shock vs sweetened condensed milk tags ( $t=1.840$ ,  $df=46$ ;  $p=0.0722$ , mean  $\pm$  SEM in bar graphs unless otherwise noted)

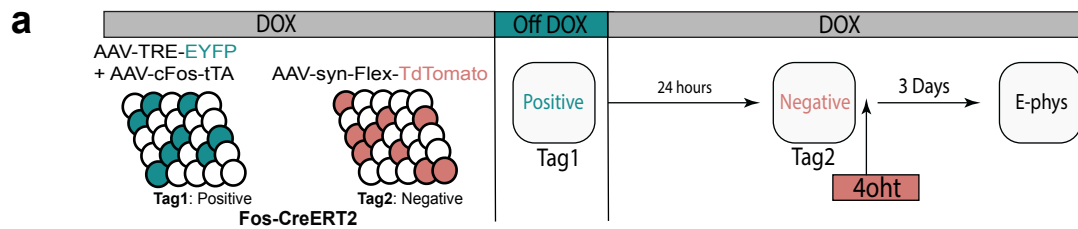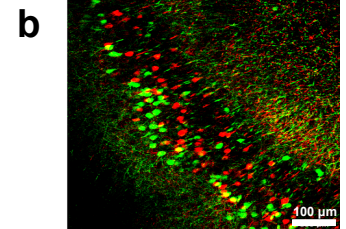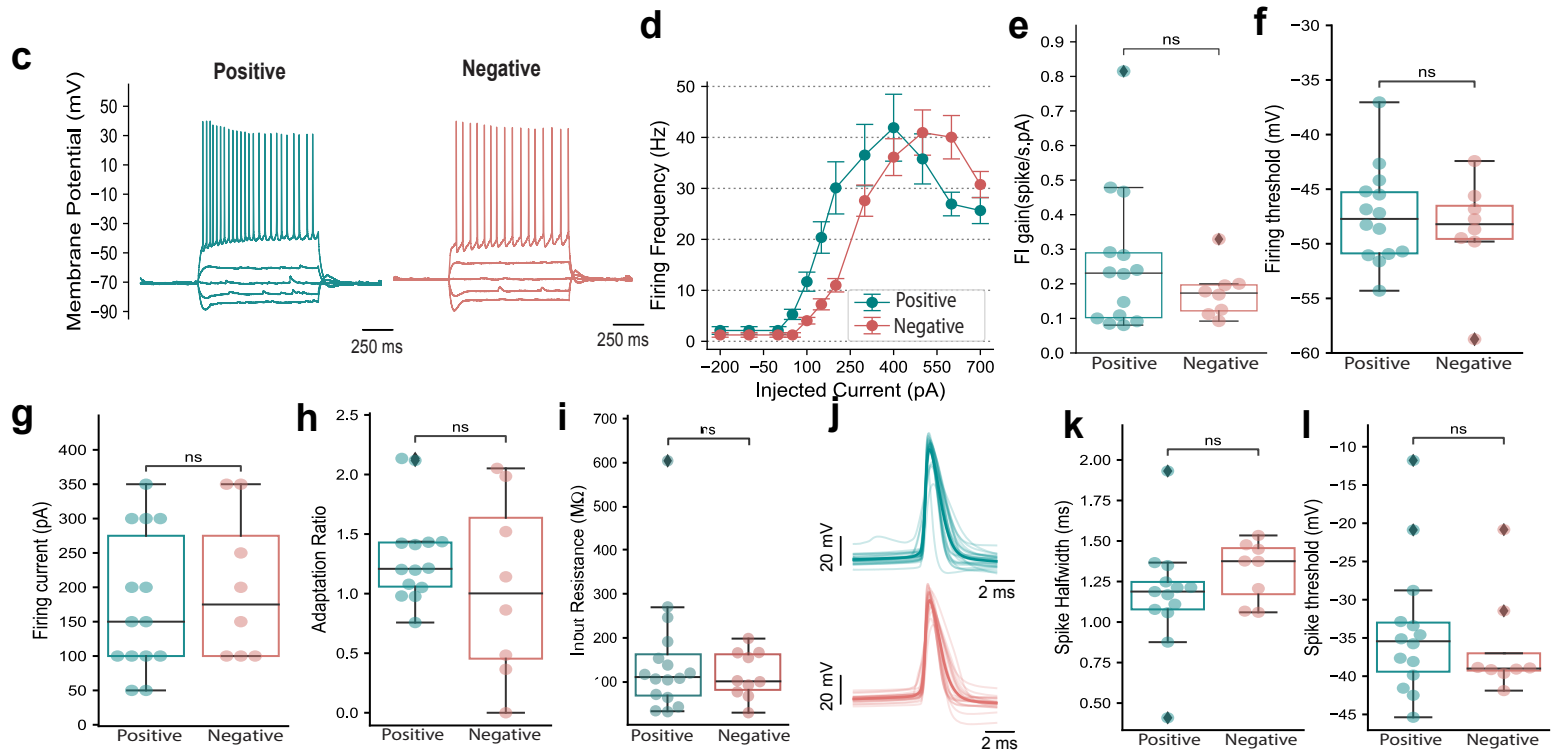

**Supplementary Figure 4: Negative and positive valenced cells in the ventral hippocampus share similar electrophysiological characteristics.** **a**, Fos-CreERT2 were injected with a virus cocktail of AAV-Flex-DIO-TdTomato, AAV9-c-Fos-tTA and AAV9-TRE-EYFP to tag either negative or positive experiences within the same animal for slice electrophysiology. **b**, Representative image of cells processing a negative (red) or positive (green) experience. **c**, Representative voltage responses to -100, -50, 0, 50 and 150 pA of step current injection in negative (red) and positive (green) engram cells. **d**, Average firing frequency corresponding to current injection (FI curve) (negative engrams: n=10, positive engrams: n=17) . Error bars correspond to standard error and no point of the curve was significantly different between the two populations. **e-g**, Suprathreshold characterization current-voltage responses of tagged hippocampal neurons. **e**, FI gain is the slope of the linear part of the FI curve shown in D, calculated as the change in firing frequency from the minimum firing to maximum firing divided by the injected current. **h-i**, Voltage and current step at which the neuron had at least one spike. **h**, Adaptation ratio is calculated as the mean inter spike interval (ISI) during the last 200 ms of spiking divided the mean ISI during the first 200 ms of spiking during a current step corresponding to 20 Hz firing rate. **i**, Input resistance for each neuron, calculated by averaging 25 trials for change in voltage divided by 25 pA injected while holding the cell at -70 mV. **j-l**, Analysis of spike shape of cells tagged by negative or positive experiences. **j**, Spike traces from all the negative and positive cells (Bold trace corresponds to average trace shape). **k**, Spike half width calculated as the time duration between two midpoints of the spikes. **l**, Deflection point of spike as identified by its first derivative. P-values were calculated based on independent t-test or Mann-Whitney test depending on normality of data. Mean  $\pm$  SEM in bar graphs unless otherwise noted

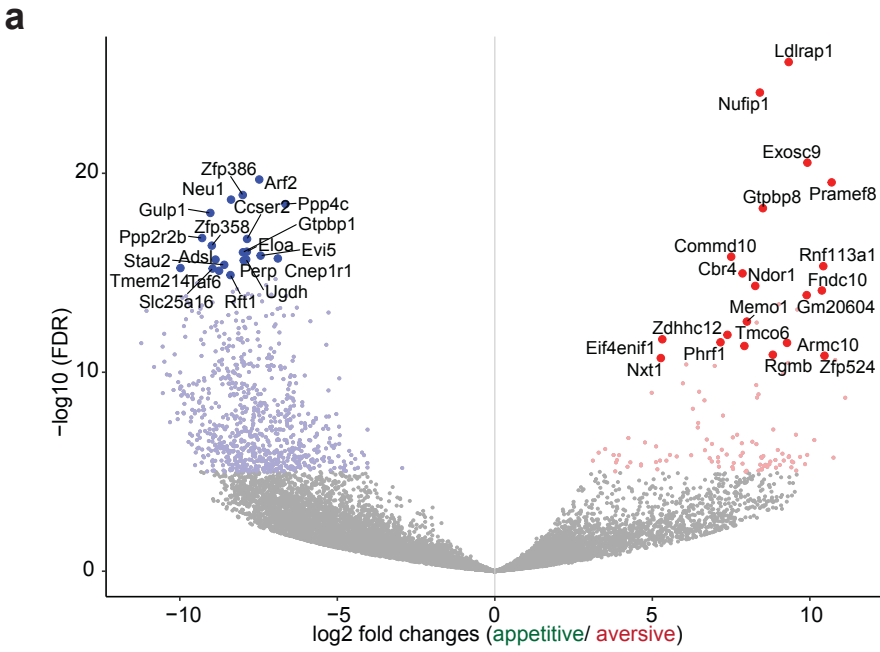

**b**

appetitive vs. aversive  
UP

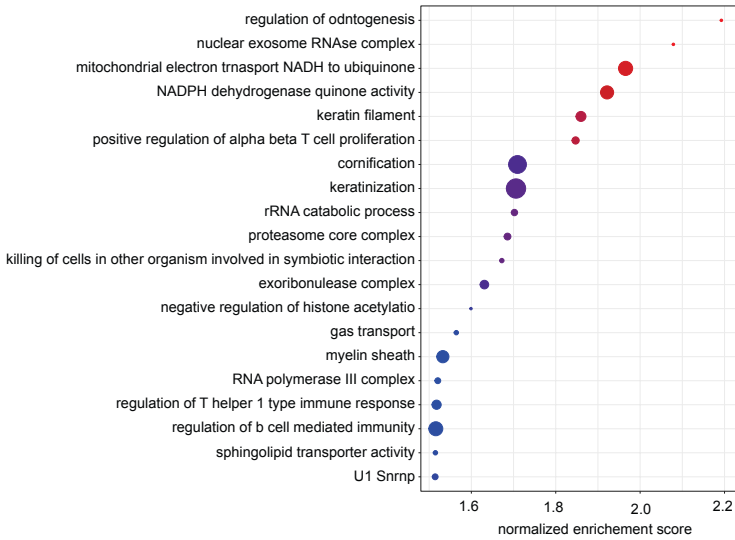

**c**

appetitive vs. aversive  
DOWN

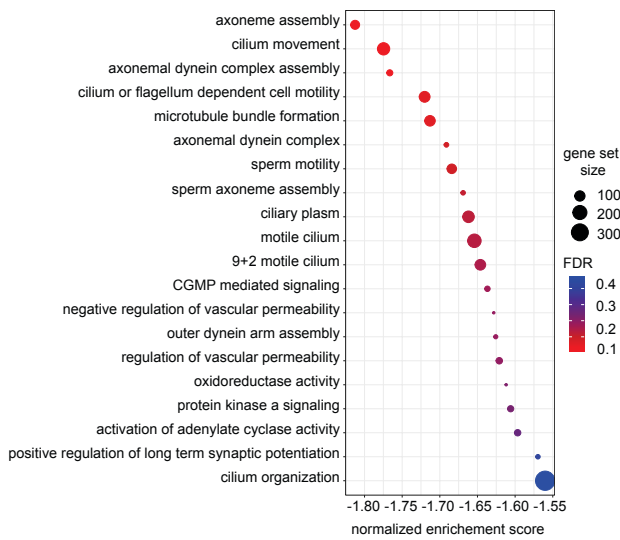

**Supplementary Figure 5: RNA-seq analysis of hippocampus cells processing positive and negative memory engrams**

**a**, Volcano plot with the relative fold change of gene expression in log 2 ratio and the FDR-adjusted p-value in log 2 ratio as X and Y axis showing the up and down regulated genes in positive vCA1 cells compared to negative vCA1 cells. Up or down regulated genes with FDR adjusted p-value less than  $1e-5$  plus at least four-fold differences were highlighted in either red or blue respectively. The gene names were displayed for the top 20 most significant protein coding genes as sorted by Wald statistics. **b**, Gene Set Enrichment Analysis of the up regulated pathways in positive engrams compared to negative engrams using Gene Ontology (GO) module. The size of the dot represents the gene count and the color of the dot indicates the FDR. Any pathway with a FDR smaller than 0.25 is considered as significantly enriched. **c**, GO analysis of down regulated pathways in positive engrams compared to negative engrams.

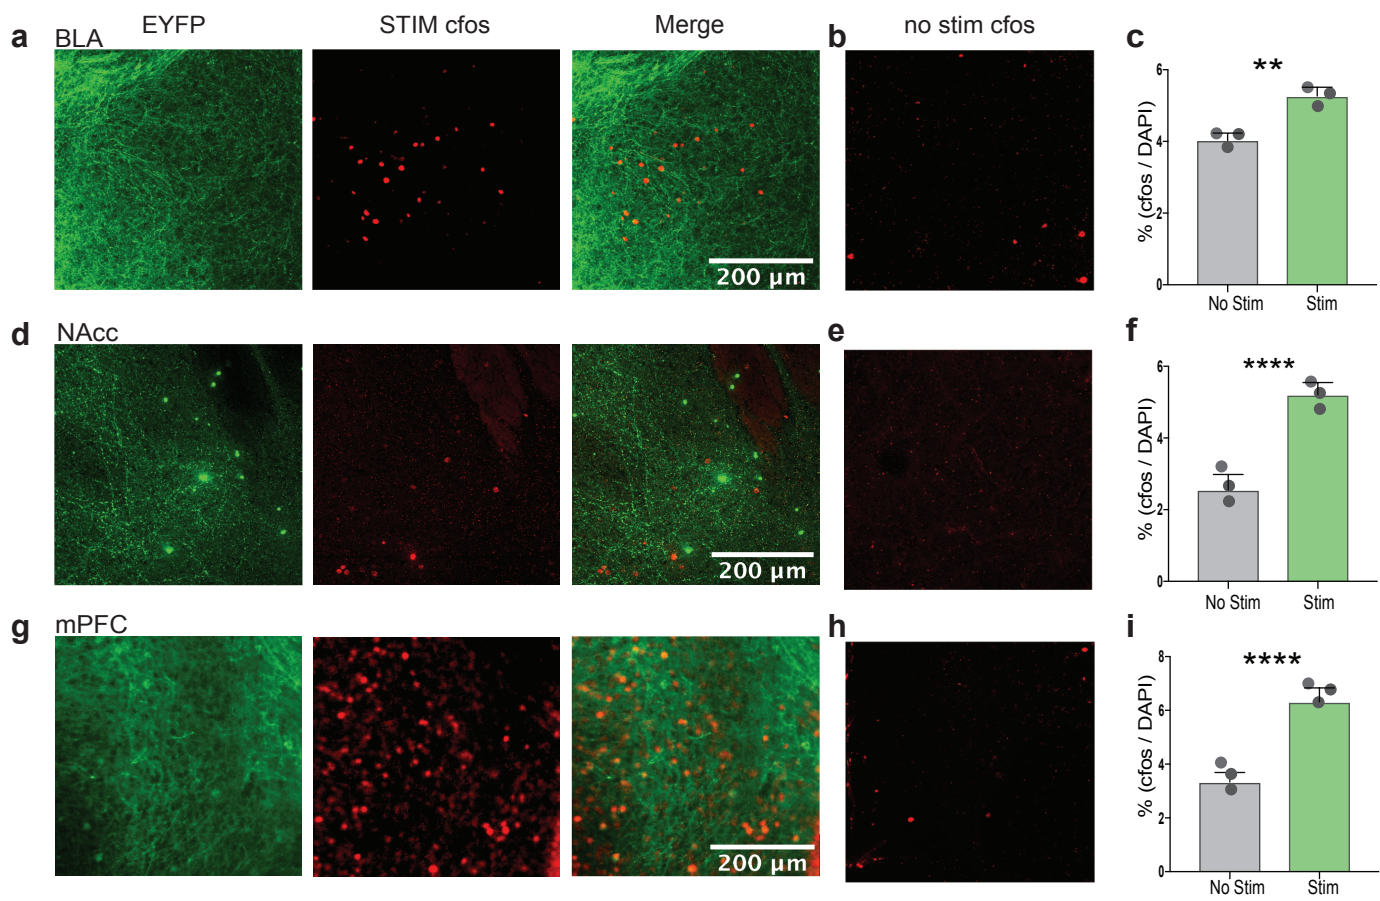

**Supplementary Figure 6: Terminal-specific optogenetic stimulation of vCA1 outputs leads to increased cFos in target areas**

**a, d, g**, Representative images of Chr2-EYFP in BLA, NAc, and PFC terminals, respectively, and cFos expression after optical reactivation. **b, e, h**, Representative images of cFos without optogenetic reactivation of corresponding vCA1 terminals. **c, f, i**, Percent cFos/DAPI of BLA, NAc, and PFC non- stim vs stim groups (N=3, \*\*P =0.0014, \*\*\*\*P < 0.0001 unpaired student's t-test, mean  $\pm$  SEM in bar graphs unless otherwise noted)

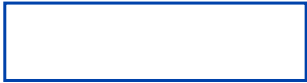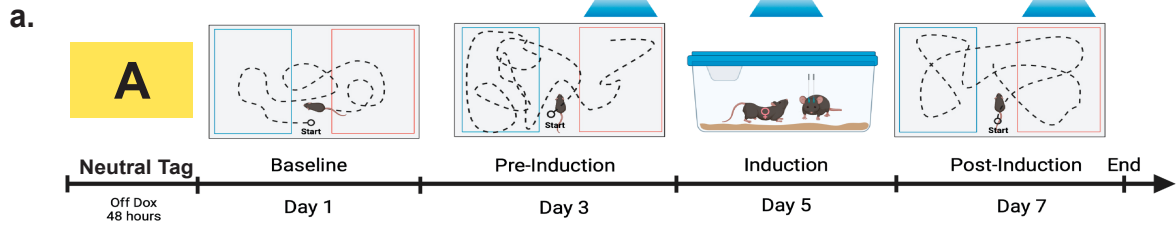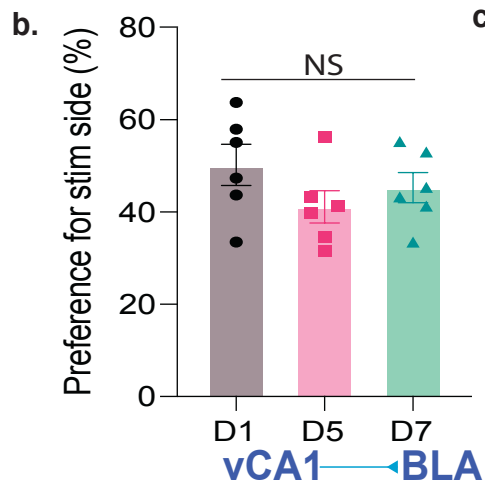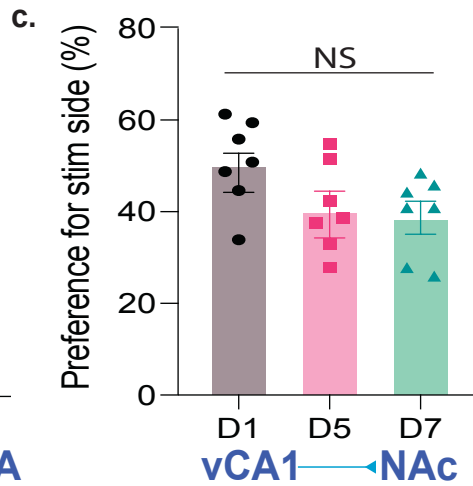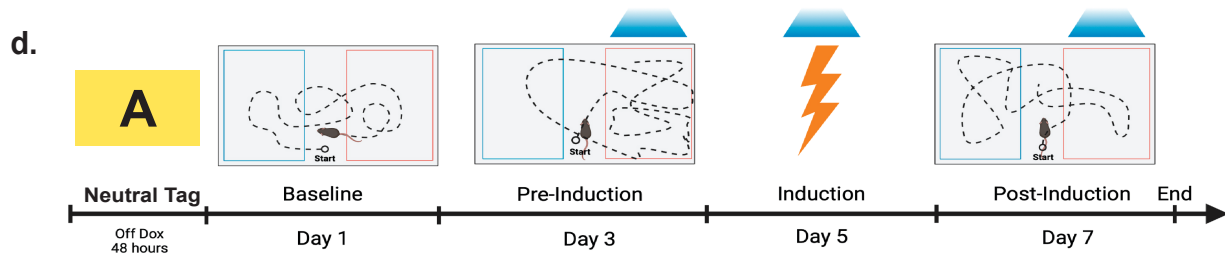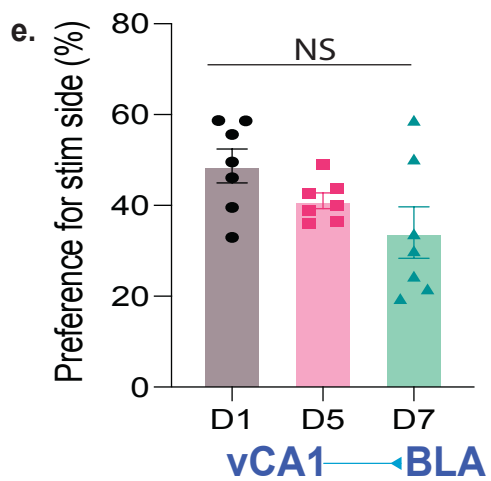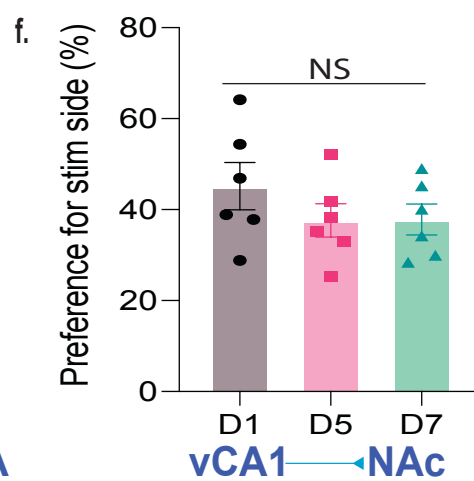

**Supplementary Figure 7: Activating cells processing a neutral memory does not lead to changes in avoidance or preference.** **a**, Behavioral schedule in which vCA1 terminals are tagged in a neutral homecage experience (depicted as a yellow square during the off Dox period), followed by the induction protocol in which these outputs are activated concurrently during a positive experience in the BLA or NAc. Mice were injected with a virus cocktail consisting of cFos-tTa + TRE-ChR2-EYFP. **b-c**, Percent preference for the stimulation side when optically activating vCA1 terminals over the **b**, BLA or **c**, NAc at 20Hz during baseline (D1), pre-induction (D2), and post-induction (D3) tests. **d**, Behavioral schedule in which vCA1 terminals are tagged in a neutral homecage experience and during induction are reactivated during a negative (shock) experience. **e-f**, Percent preference for the stimulation side, neutral to negative, when optically activating vCA1 terminals over the **e**, BLA or **f**, NAc during D1, D5, and D7. (N=6-8; NS = not significant ( $P>0.05$ ); repeated measures one-way ANOVA followed by Tukey's multiple comparison test, mean  $\pm$  SEM in bar graphs unless otherwise noted).

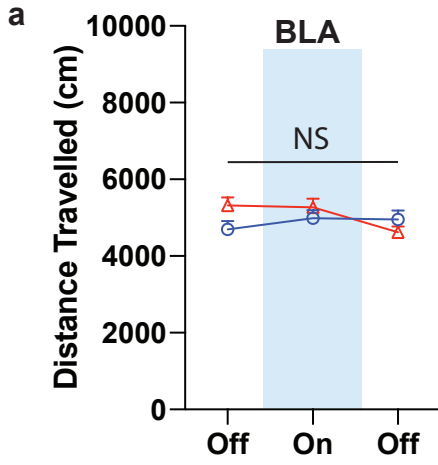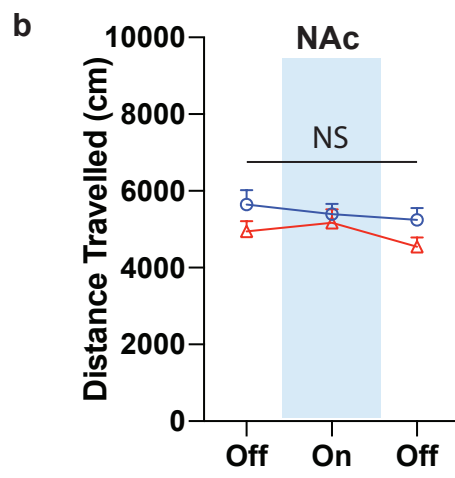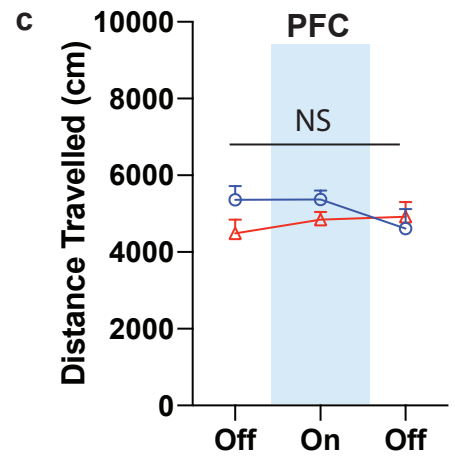

**Supplementary Figure 8: Terminal-specific optogenetic stimulation of vCA1 outputs did not affect distance travelled in all groups.** Stimulation of vCA1 terminals over the **a**, BLA (n=8), **b**, NAc (n=10), or **c**, PFC (n=9), had no effect on the distance traveled between light on or off epochs and across pre-induction or post-induction timepoints (NS, not significant; mean  $\pm$  SEM in bar graphs unless otherwise noted)

**Supplementary Table 1: Top 20 up-regulated and downregulated genes in negative vs. neutral cells**

| <b>SYMBOL</b>        | <b>GENE NAME</b>                                                       |
|----------------------|------------------------------------------------------------------------|
| <b>Upregulated</b>   |                                                                        |
| Ccl4                 | chemokine (C-C motif) ligand 4                                         |
| Ccl3                 | chemokine (C-C motif) ligand 3                                         |
| Ccl12                | chemokine (C-C motif) ligand 12                                        |
| Ucp3                 | uncoupling protein 3 (mitochondrial, proton carrier)                   |
| Slitrk2              | SLIT and NTRK-like family, member 2                                    |
| Etnppl               | ethanolamine phosphate phospholyase                                    |
| Ccl7                 | chemokine (C-C motif) ligand 7                                         |
| Adgrb2               | adhesion G protein-coupled receptor B2                                 |
| Rnf225               | ring finger protein 225                                                |
| Cd48                 | CD48 antigen                                                           |
| Fam198a              | golgi associated kinase 1A                                             |
| Cst7                 | cystatin F (leukocystatin)                                             |
| Drp2                 | dystrophin related protein 2                                           |
| Gli1                 | GLI-Kruppel family member GLI1                                         |
| Tnf                  | tumor necrosis factor                                                  |
| Luzp2                | leucine zipper protein 2                                               |
| Kcnj9                | potassium inwardly-rectifying channel, subfamily J, member 9           |
| Cxcl2                | chemokine (C-X-C motif) ligand 2                                       |
| Kcnj16               | potassium inwardly-rectifying channel, subfamily J, member 16          |
| Myoc                 | myocilin                                                               |
| <b>Downregulated</b> |                                                                        |
| Ldlrap1              | low density lipoprotein receptor adaptor protein 1                     |
| Rbpms2               | RNA binding protein with multiple splicing 2                           |
| Fbxo30               | F-box protein 30                                                       |
| Dvl3                 | dishevelled segment polarity protein 3                                 |
| Gtpbp8               | GTP-binding protein 8 (putative)                                       |
| Usb1                 | U6 snRNA biogenesis 1                                                  |
| Mrps27               | mitochondrial ribosomal protein S27                                    |
| Slc16a11             | solute carrier family 16 (monocarboxylic acid transporters), member 11 |
| Wdr31                | WD repeat domain 31                                                    |
| Mark1                | MAP/microtubule affinity regulating kinase 1                           |
| Lrrc41               | leucine rich repeat containing 41                                      |
| Osbpl5               | oxysterol binding protein-like 5                                       |
| Matn2                | matrilin 2                                                             |
| Pramef8              | Putative PRAME Family Member 24                                        |
| Ccdc17               | coiled-coil domain containing 17                                       |
| Exosc9               | exosome component 9                                                    |
| Gprc5c               | G protein-coupled receptor, family C, group 5, member C                |
| Ttl1                 | tubulin tyrosine ligase-like 1                                         |
| Gbe1                 | glucan (1,4-alpha-), branching enzyme 1                                |
| Fance                | Fanconi anemia, complementation group E                                |

**Supplementary Table 2: Top 20 upregulated and downregulated genes in positive vs. neutral cells**

| SYMBOL               | GENE NAME                                                                     |
|----------------------|-------------------------------------------------------------------------------|
| <b>Upregulated</b>   |                                                                               |
| Ccl4                 | chemokine (C-C motif) ligand 4                                                |
| Ccl3                 | chemokine (C-C motif) ligand 3                                                |
| Ccl12                | chemokine (C-C motif) ligand 12                                               |
| Etnppl               | ethanolamine phosphate phospholyase                                           |
| Papss2               | 3'-phosphoadenosine 5'-phosphosulfate synthase 2                              |
| Grik2                | glutamate receptor, ionotropic, kainate 2 (beta 2)                            |
| Csmd2                | CUB and Sushi multiple domains 2                                              |
| Igdcc4               | immunoglobulin superfamily, DCC subclass, member 4                            |
| F3                   | coagulation factor III                                                        |
| Kcnc4                | potassium voltage gated channel, Shaw-related subfamily, member 4             |
| Gria2                | glutamate receptor, ionotropic, AMPA2 (alpha 2)                               |
| Rbp4                 | retinol binding protein 4, plasma                                             |
| Slc1a2               | solute carrier family 1 (glial high affinity glutamate transporter), member 2 |
| Tnf                  | tumor necrosis factor                                                         |
| Phactr3              | phosphatase and actin regulator 3                                             |
| Gli1                 | GLI-Kruppel family member GLI1                                                |
| Scg3                 | secretogranin III                                                             |
| Hrh1                 | histamine receptor H1                                                         |
| Ftmt                 | ferritin mitochondrial                                                        |
| Pdzph1               | PDZ and pleckstrin homology domains 1                                         |
| <b>Downregulated</b> |                                                                               |
| Perp                 | PERP, TP53 apoptosis effector                                                 |
| Hemk1                | HemK methyltransferase family member 1                                        |
| Ppp4c                | protein phosphatase 4, catalytic subunit                                      |
| Hprt                 | hypoxanthine guanine phosphoribosyl transferase                               |
| Pcolce               | procollagen C-endopeptidase enhancer protein                                  |
| Sdf2l1               | stromal cell-derived factor 2-like 1                                          |
| Arf2                 | ADP-ribosylation factor 2                                                     |
| Trpv4                | transient receptor potential cation channel, subfamily V, member 4            |
| Evi5                 | ecotropic viral integration site 5                                            |
| Fbxw11               | F-box and WD-40 domain protein 11                                             |
| Spint2               | serine protease inhibitor, Kunitz type 2                                      |
| Slc31a1              | solute carrier family 31, member 1                                            |
| Rfng                 | RFNG O-fucosylpeptide 3-beta-N-acetylglucosaminyltransferase                  |
| Tmem214              | transmembrane protein 214                                                     |
| Eloa                 | elongin A                                                                     |
| Ttc9                 | tetratricopeptide repeat domain 9                                             |
| Ugdh                 | UDP-glucose dehydrogenase                                                     |
| Acd                  | adrenocortical dysplasia                                                      |
| Adsl                 | adenylosuccinate lyase                                                        |
| Zdhhc1               | zinc finger, DHHC domain containing 1                                         |

**Supplementary Table 3: Top 20 upregulated and downregulated genes in positive vs. negative cells**

| SYMBOL               | GENE NAME                                                                               |
|----------------------|-----------------------------------------------------------------------------------------|
| <b>Upregulated</b>   |                                                                                         |
| Ldlrap1              | low density lipoprotein receptor adaptor protein 1                                      |
| Nufip1               | nuclear fragile X mental retardation protein interacting protein 1                      |
| Exosc9               | exosome component 9                                                                     |
| Pramef8              | Putative PRAME Family Member 24                                                         |
| Gtpbp8               | GTP-binding protein 8 (putative)                                                        |
| Comm10               | COMM domain containing 10                                                               |
| Rnf113a1             | ring finger protein 113A1                                                               |
| Cbr4                 | carbonyl reductase 4                                                                    |
| Ndor1                | NADPH dependent diflavin oxidoreductase 1                                               |
| Fndc10               | fibronectin type III domain containing 10                                               |
| Gm20604              | predicted gene 20604                                                                    |
| Memo1                | mediator of cell motility 1                                                             |
| Zdhhc12              | zinc finger, DHHC domain containing 12                                                  |
| Eif4enif1            | eukaryotic translation initiation factor 4E nuclear import factor 1                     |
| Phrf1                | PHD and ring finger domains 1                                                           |
| Arm10                | armadillo repeat containing 10                                                          |
| Tmco6                | transmembrane and coiled-coil domains 6                                                 |
| Rgmb                 | repulsive guidance molecule family member B                                             |
| Zfp524               | zinc finger protein 524                                                                 |
| Nxt1                 | NTF2-related export protein 1                                                           |
| <b>Downregulated</b> |                                                                                         |
| Arf2                 | ADP-ribosylation factor 2                                                               |
| Zfp386               | zinc finger protein 386 (Krüppel-like)                                                  |
| Neu1                 | neuraminidase 1                                                                         |
| Ppp4c                | protein phosphatase 4, catalytic subunit                                                |
| Gulp1                | GULP, engulfment adaptor PTB domain containing 1                                        |
| Ppp2r2b              | protein phosphatase 2, regulatory subunit B, beta                                       |
| Ccser2               | coiled-coil serine rich 2                                                               |
| Zfp358               | zinc finger protein 358                                                                 |
| Eloa                 | elongin A                                                                               |
| Gtpbp1               | GTP binding protein 1                                                                   |
| Evi5                 | ecotropic viral integration site 5                                                      |
| Cnep1r1              | CTD nuclear envelope phosphatase 1 regulatory subunit 1                                 |
| Ugdh                 | UDP-glucose dehydrogenase                                                               |
| Adsl                 | adenylosuccinate lyase                                                                  |
| Perp                 | PERP, TP53 apoptosis effector                                                           |
| Stau2                | stau protein double-stranded RNA binding protein 2                                      |
| Tmem214              | transmembrane protein 214                                                               |
| Slc25a16             | solute carrier family 25 (mitochondrial carrier, Graves disease autoantigen), member 16 |
| Taf6                 | TATA-box binding protein associated factor 6                                            |
| Rft1                 | RFT1 homolog                                                                            |

**Supplementary Table 4: GeneMANIA Network\_shared protein domains**

| Shared protein domains      | Links                                                                                 |
|-----------------------------|---------------------------------------------------------------------------------------|
| A-amylase/branching_C       | <a href="#">Alpha-amylase/branching enzyme, C-terminal all beta</a>                   |
| Aminotrans_3                | <a href="#">Aminotransferase class-III</a>                                            |
| Chemokine_CC_CS             | <a href="#">CC chemokine, conserved site</a>                                          |
| Chemokine_IL8-like_dom      | <a href="#">Chemokine interleukin-8-like domain</a>                                   |
| Cyclic_Pdiesterase          | <a href="#">Cyclic phosphodiesterase</a>                                              |
| Dishevelled_fam             | <a href="#">Dishevelled family</a>                                                    |
| Dishevelled_protein_dom     | <a href="#">Dishevelled protein domain</a>                                            |
| DIX                         | <a href="#">DIX domain</a>                                                            |
| ExoRNase_PH_dom2            | <a href="#">Exoribonuclease, phosphorolytic domain 2</a>                              |
| F-box_dom                   | <a href="#">F-box domain</a>                                                          |
| Fringe                      | <a href="#">Fringe</a>                                                                |
| Fumarate_lyase_fam          | <a href="#">Fumarate lyase family</a>                                                 |
| Glu/Gly-bd                  | <a href="#">Ionotropic glutamate receptor, L-glutamate and glycine-binding domain</a> |
| GPCR_2_brain_angio_inhib    | <a href="#">GPCR, family 2, brain-specific angiogenesis inhibitor</a>                 |
| Ig_E-set                    | <a href="#">Immunoglobulin E-set</a>                                                  |
| Interleukin_8-like_sf       | <a href="#">Chemokine interleukin-8-like superfamily</a>                              |
| Iono_rcpt_met               | <a href="#">Ionotropic glutamate receptor, metazoa</a>                                |
| Iontro_rcpt                 | <a href="#">Ionotropic glutamate receptor</a>                                         |
| IRK_C                       | <a href="#">Inward rectifier potassium channel, C-terminal</a>                        |
| K_chnl_inward-rec_Kir       | <a href="#">Potassium channel, inwardly rectifying, Kir</a>                           |
| K_chnl_volt-dep_Kv3         | <a href="#">Potassium channel, voltage dependent, Kv3</a>                             |
| KA1_dom                     | <a href="#">Kinase associated domain 1 (KA1)</a>                                      |
| Kir_TM                      | <a href="#">Potassium channel, inwardly rectifying, transmembrane domain</a>          |
| L-Aspartase-like            | <a href="#">L-Aspartase-like</a>                                                      |
| Matrilin_cc_sf              | <a href="#">Matrilin, coiled-coil domain superfamily</a>                              |
| Matrilin_coiled-coil_trimer | <a href="#">Matrilin, coiled-coil trimerisation domain</a>                            |
| Mit_uncoupling_UCP-like     | <a href="#">Mitochondrial carrier UCP-like</a>                                        |
| Na-dicarboxylate_symporter  | <a href="#">Sodium:dicarboxylate symporter</a>                                        |
| Na:dicarbo_symporter_sf     | <a href="#">Sodium:dicarboxylate symporter superfamily</a>                            |
| PRibTrfase_dom              | <a href="#">Phosphoribosyltransferase domain</a>                                      |
| RPEL_repeat                 | <a href="#">RPEL repeat</a>                                                           |
| Small_mtfrase_dom           | <a href="#">Methyltransferase small domain</a>                                        |
| TNF                         | <a href="#">Tumour necrosis factor</a>                                                |
| TRPV1-4_channel             | <a href="#">Transient receptor potential cation channel subfamily V member 1-4</a>    |

**Supplementary Table 5: Genome position annotation of DMCs****Genome position of DMCs in Negative vs Neutral**

| Genome position | Number of DMCs | Distribution |
|-----------------|----------------|--------------|
| 3' UTR          | 27             | 1.39%        |
| 5' UTR          | 1              | 0.05%        |
| Exon            | 29             | 1.50%        |
| Intergenic      | 1008           | 51.99%       |
| Intron          | 779            | 40.18%       |
| Non-coding      | 30             | 1.55%        |
| Promoter        | 33             | 1.70%        |
| TTS             | 32             | 1.65%        |

**Genome position of DMCs in Positive vs Neutral**

| Genome position | Number of DMCs | Distribution |
|-----------------|----------------|--------------|
| 3' UTR          | 29             | 0.93%        |
| 5' UTR          | 0              | 0.00%        |
| Exon            | 89             | 2.86%        |
| Intergenic      | 1514           | 48.57%       |
| Intron          | 1305           | 41.87%       |
| Non-coding      | 68             | 2.18%        |
| Promoter        | 60             | 1.92%        |
| TTS             | 52             | 1.67%        |

Promoter defined from -1kb to transcription start site(TSS).

TSS: Transcription termination site, defined from -100bp to +1kb

# Supplementary material for: Hippocampal cells segregate positive and negative engrams
**Source:** Commun Biol. 2022 Sep 26;5:1009. doi: 10.1038/s42003-022-03906-8
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**File Name:** Supplementary Data 1  
**Description:** Differently-methylated genes

**File Name:** Supplementary Data 2  
**Description:** Source data underlying main figures.

# Supplementary material for: Hippocampal cells segregate positive and negative engrams
**Source:** Commun Biol. 2022 Sep 26;5:1009. doi: 10.1038/s42003-022-03906-8
**Supplement:** Supplementary file 5 — Reporting Summary

Last updated by author(s): Aug 25, 2022

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

For real time place preference EthoVision software via Noldus USB-IO Box triggers a stimulus generator (STG-4008, multichannel systems). 6A video camera (Activeon CX LCD Action Camera) recorded each session and presented raw data of time spent on stimulated side. All fluorescent images were obtained at 20X using a Zeiss confocal microscope (LSM-800) using Zen Blue 2.3 software. Cell counts were done manually using Image J/Fiji software (version 2.1.0; <https://imagej.nih.gov/ij/>).

#### Data analysis

Data was analyzed using parametric statistics (Prism version 9.2.0) following tests of normality and homogeneity of variances. Standard T-Tests or One-Way ANOVAs were run. If ANOVA was run, post hoc analysis was assessed using Tukey's Multiple Comparisons test.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The data supporting the findings from this study are available from the corresponding author upon request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                       |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical test was used to predetermine group sizes. Group sizes were selected based on what is standard for the field.                                                                                                                                                                                          |
| Data exclusions | Mice were excluded if viral injections were mistargeted or unilateral or if they were euthanized for health reasons (e.g., head caps came off, mice lethargic / not grooming, etc)                                                                                                                                    |
| Replication     | Behavioral data was replicated in two different institutes and two different vivariums. The behavioral data was also replicated by three different individuals. 

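The RNA-seq libraries analysed here were numbered 1, 2 and 3 in the mock and neutral groups, 1 and 3 in the aversive group and 1 and 2 in the appetitive group. The paper's text does not name how batch effects were controlled. If equal numbers marked a shared batch, libraries with the same number should resemble each other across groups. After the mean of each group was removed, Pearson's r across genes between libraries of the same number was -0.003 for aversive and neutral, -0.02 for appetitive and neutral, 0.119 for aversive and mock, 0.007 for appetitive and mock, and 0.097 for neutral and mock libraries. Genes are not independent replicates, and these r values were not tested. With the replicate number as a block, 21 genes had an adjusted p-value under 0.05 between aversive and neutral libraries, 15 higher and 6 lower. The block was added to a fit of the compared groups alone, in which 0 genes had one without it (2442 at an unadjusted p-value under 0.05). Between appetitive and neutral libraries 0 genes had one in that fit both with the block (776 at an unadjusted p-value under 0.05) and without it (4080). The block could not be fitted between appetitive and aversive libraries, which share 1 number.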

For RNA-Seq, data was replicated three times and batch-effects were controlled for. For cell counting right and left hemisphere counts were combined. |
| Randomization   | All animals were randomly assigned to experimental groups upon arrival. During behavioral the region of preference or aversion was counterbalanced.                                                                                                                                                                   |
| Blinding        | All tests were run blind to condition / group assignments. Cell counts and behavioral scoring were also run blind.                                                                                                                                                                                                    |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                        |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | 1:1000 guinea anti-c-Fos (SySy 226-004), 1:1000 chicken anti-GFP (Invitrogen a10262), 1:1000 rabbit anti-RFP (Rockland, 200-302-379). Secondary antibodies 1:200 Alexa 555 goat-anti-Rabbit (Invitrogen; A-21429), 1:200 647 goat-anti-Guinea (Invitrogen; A-21450), 1:200 488 goat-anti-Chicken (Invitrogen; A-11039) |
| Validation      | All antibodies are widely used and have been used in previous publications.                                                                                                                                                                                                                                            |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Wild-type male c57BL/6 mice (~39 days of age; Charles River Labs) 20–22 g upon arrival.<br>Wild-type female c57BL/6 mice (~39 days of age; Charles River Labs) 18–20 g upon arrival.<br>Two Fos[2A-iCreER](TRAP2) breeding pairs (The Jackson Laboratory; 030323) to maintain an in-house colony.<br>Regular light cycle 12:12 h light–dark; temperature and humidity-controlled colony room. Fed 40 mg/kg DOX diet (Bio-Serv, product F4159, Lot 226766) - ad libitum access to food and water. |
| Wild animals            | N/A                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Field-collected samples | N/A                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |

## Ethics oversight

Experimental procedures were conducted in accordance with protocol 2018000579 approved by the Institutional Animal Care and Use Committee at Boston University.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Five-week old male mice labeled with ChR2-YFP transgene<sup>1</sup> after conditioning were euthanized by isoflurane. Mouse brains were rapidly extracted, and the hippocampal regions were isolated by microdissection. Eight mice were pooled by each experimental condition. Single cell suspension was prepared according to the guideline of Adult Brain Dissociation Kit (Miltenyi Biotec, Cat No: 13-107-677). Briefly, the hippocampal samples were incubated with digestion enzymes in the C Tube placed on the gentleMACS Octo Dissociator with Heaters with gentleMACS Program: 37C\_ABDK\_01. After termination of the program, the samples were applied through a MACS SmartStrainer (70  $\mu$ m). Then a debris removal step and a red blood cell removal step were applied to obtain single cell suspension.

Instrument

BD FACSAria cell sorter.

Software

The analysis software with BD FACSAria cell sorter.

Cell population abundance

The EYFP+ cell population is ~0.5-0.6% of total single cell suspension.

Gating strategy

The single cell suspension prepared from wild type mice was used a negative control to identify the EFYP+ cells from experimental samples. The example gating strategy is shown on Figure 3B.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

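RNA was measured by RNA-seq in sorted material, which the paper's Results call nuclei and its Methods cells of a suspension from the hippocampal regions. There were 2 aversive, 2 appetitive and 3 neutral libraries of EYFP-tagged cells and 3 mock libraries. Mice were 5 weeks old by the paper's Methods. The authors mapped the first 40 bp of each read with STAR to mm10, counted reads per Ensembl gene with featureCounts and deposited unnormalized counts for 53379 genes per library. Their normalization, tests and lists of genes are not part of these counts. The reads themselves were not analysed here, so mapping and counting could not be repeated.

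Conditions and replicate numbers came from the sample labels. Total counts per library ranged from 16968588 to 67650693. The smallest level the depth can show was taken as 3 counts, and a fold against a group whose libraries all had at most 3 counts is given as a lower bound against the highest such floor of that group. This bound uses the mean of the other group, and a single library of that other group can lie under it. Gene positions, strands and types came from GENCODE M21 (GRCm38), to which 53274 of the 53379 identifiers were matched, 159 of them with a symbol shared by several identifiers. Counting ignored strand, so reads from a gene that overlaps another on the other strand were not told apart.

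Genes were tested in R 4.3.3 with edgeR 4.0.16. Libraries were scaled by TMM normalization, with factors from 0.48 to 1.45, genes were kept by filterByExpr, and 1 quasi-likelihood model with 4 groups was fitted to the 10 libraries, with a prior of 5.05 degrees of freedom and a common dispersion of 1.49. The comparisons were aversive and appetitive with neutral, appetitive with aversive, and each tagged group with mock. P-values are two-sided and were adjusted over the tested genes by the Benjamini-Hochberg method. Genes were counted at the threshold of the paper (adjusted p under 1e-05, more than 4-fold) and at an adjusted p under 0.05. Standard errors of log2 fold changes were derived from edgeR's F statistics. CPM values are normalized and are given with the SD over libraries. The genes named one by one were Nufip1, leading genes in each direction of Supplementary Tables 1, 2 and 3, Adgrb2, Gria2, Grik2, Dvl3, Trpv4 and Exosc9, and the 3 with the smallest p-value in each direction of each comparison among those called. Of the genes under this rule, 1 is not reported here and is included only in totals. Other genes named in the text were chosen after their values were seen.

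Gene sets were tested with fgsea 1.28.0 on all tested genes, where the paper used protein-coding genes, ranked by log2 fold change, with 10000 permutations of genes and a smallest set of 5 genes. They were also tested with camera in limma 3.58.1 at its preset correlation between genes. The sets for ionotropic glutamate receptors, mismatch repair, axoneme assembly, the nuclear exosome and chemokines were written by hand, and olfactory receptors were taken by the prefix Olfr of their symbols. An FDR under 0.25, as in the paper, was the threshold. Lists of cell type markers and immediate early genes were compared with 10000 random lists of genes matched on expression in 20 bins, and a list outside the central 95% of random lists was called different. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6.

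The tests, thresholds, lists of genes, rule for naming genes and main alternatives were set before the data were examined. These alternatives were DESeq2 1.42.0 with its Wald test on all 10 libraries, on the 7 libraries other than mock and on the groups compared alone, DESeq2's size factors or library size alone in edgeR, no filter, at least 10 counts in every library, a fit of the groups compared alone, the replicate number as a block in that fit, and leaving out each library in turn, and for gene sets also a ranking by the signed square root of F or by DESeq2's fold changes. Added after seeing the data were 8 further settings of DESeq2: its prior on fold changes on all 10 and on 7 libraries, size factors from library totals, and its filter set for an adjusted p of 0.05, each of the last pair on all 10, on 7 and on the compared libraries. All other DESeq2 fits had this filter at 0.1.

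The steps were tested on simulated data with counts drawn like these and 64-fold changes in 200 genes. At an adjusted p under 0.05, edgeR called 85 of the 200 changed genes (42.5%) and 1 unchanged gene, and at the paper's threshold 0. DESeq2 called 160 of 187 changed genes and 268 unchanged genes at 0.05, and 45 changed and 3 unchanged genes at the paper's threshold. FACS percentages, methylation, behavior and histology were not analysed here.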

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

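Of the tests in this part, those of the joint loss of genes were chosen only after the results were seen.

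The effect of the appetitive experience against the neutral group differed from that of the aversive experience in 9 named genes, by edgeR's direct comparison of appetitive with aversive libraries. The log2 fold change was 8.47 for Nufip1, 10.12 for Exosc9, -7.82 for Arf2, -8.42 for Zfp386 and -8.80 for Neu1. Pramef8 was at least 848-fold higher, and Tmem214, Sdf2l1 and Hemk1 at least 317-fold, 264-fold and 189-fold lower, in appetitive cells. Adjusted p-values were 0.0253 for Nufip1 and Zfp386 and 0.024 for the others, and both appetitive libraries lay on the same side of both aversive libraries for each gene. Most of these genes were named because they head the paper's list or this ranking for the same comparison, so passing in it is no independent evidence. When only the appetitive and aversive libraries were fitted, the adjusted p-value was 0.711 for each of the 9, the highest over the alternatives, of which the lowest for any of them was 8.7e-21. In that fit no gene was called, with 794 genes at an unadjusted p under 0.05.

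A technical explanation for these and the other genes called between appetitive and aversive libraries is loss of genes from libraries made from few sorted cells or nuclei. Of the 356 called genes, 20.5% had 0 counts in both libraries of the lower group, against 2.04% if zeros fell independently, and 9 were called when each gene needed at least 10 counts in every library. Called genes were selected for low counts in 1 group, and the filter removes such genes, so neither value separates loss from a change in expression. Among genes at 5 CPM or more in every mock and neutral library, the number under 1 CPM in both appetitive libraries was 1.29 times that expected from independent loss, and in both aversive libraries 1.35 times. Pairs of 1 aversive and 1 appetitive library gave 1.31, 1.34, 1.34 and 1.64 times. Among genes also at 5 CPM or more in every library of the other of these groups, the values within a group were 1.42 for appetitive and 1.39 for aversive libraries. Whether joint loss is more common within a group than across groups is not settled by these values. Library kit and sequencer are the same for these groups by the labels. Cell mix may also differ. In appetitive against aversive cells 6 of 6 lists of cell type markers lay outside the central 95% of matched random lists, at percentile 0 for microglia, astrocytes and ependymal cells, 0.36 for neurons, 1.71 for endothelial cells and 100 for oligodendrocytes. Without aversive replicate 1 and without aversive replicate 3, which leave 1 aversive library and so have no test, the percentiles were 0.03 and 0.46 for astrocytes, 0.13 and 0.9 for neurons, 99.06 and 100 for oligodendrocytes, 5.21 and 0 for microglia, 1.12 and 5.8 for endothelial cells and 0.01 and 11.65 for ependymal cells. Without appetitive replicate 1 and without appetitive replicate 2, again with no test, they were 3.88 and 0.07 for astrocytes, 3.73 and 24.57 for neurons, 100 and 98.32 for oligodendrocytes, 0.06 and 2.18 for microglia, 0 and 14.05 for endothelial cells and 0.2 and 0 for ependymal cells. Only the oligodendrocyte list thus stayed outside the central 95% whichever of these 4 libraries was left out. Mean shares of the counts in aversive and appetitive libraries were 0.862% and 0.434% for astrocyte, 0.142% and 0.0614% for neuron and 0.0872% and 0.0737% for ependymal markers. For oligodendrocyte markers they were 16.9% and 24.7%. The libraries lay at 30.3% and 3.51% in aversive and 38.8% and 10.6% in appetitive cells, so these shares overlapped and show no clear difference. The aversive and appetitive experiences are the biological explanation the design gives, and the pattern cannot be told apart from loss of genes or a different mix of cells.

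The paper reports no comparison with the mock libraries. Between appetitive and mock libraries 391 genes had an adjusted p-value under 0.05 in edgeR's test, 4 higher and 387 lower in appetitive cells. The 4 higher genes were Cryab, Josd2, Ptgds and Snhg20, named after their values were seen. Of the 391, 381 were also called in appetitive against neutral cells and 274 in appetitive against aversive cells. Loss of genes from the appetitive libraries, whose joint loss was 1.29 times that of independent loss, is one candidate explanation, and a different experience and tagging are others that the design does not separate. Between neutral and mock libraries 17 genes were called, 1 higher and 16 lower in neutral cells. The higher gene was Msx1, named after its values were seen. The libraries carry the numbers 1 to 3 in both groups, and 4 of the 10 splits of the 6 libraries part all 3 pairs of equal number. Of these 4, 1 gave as many genes, the real one, and the splits that part 1 pair gave fewer as well. With so few splits, chance is not excluded. Kit and sequencer differ between neutral and mock libraries as the experience and tagging do, and these cannot be told apart.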

How the results depend on the processing

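Of the alternatives in this part, the DESeq2 settings with a prior on fold changes, with size factors from library totals and with the filter set for an adjusted p of 0.05 were chosen only after the results were seen.

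At the paper's threshold edgeR called 0 genes in aversive against neutral, appetitive against neutral and appetitive against aversive cells, and 0 shared by the first pair in the same direction, with 3765, 5779 and 3941 genes at an unadjusted p under 0.05. In this order, the counts stayed at 0 with DESeq2's size factors, library size alone, at least 10 counts in every library, only the groups compared, the replicate block and each fit without 1 library, with 545 to 6586 genes at an unadjusted p under 0.05. Without a filter they were 57, 117, 5 (Calml4, Cldn2, Krt18, Rsph1 and Spp1, named after their values were seen) and 43. DESeq2's Wald test gave 651, 1296, 804 and 310 genes on all 10 libraries, 691, 593, 269 and 95 on the groups compared and 294, 625, 437 and 93 on the 7 tagged libraries. With its prior on fold changes the counts were 473, 1102, 494 and 261 on all 10 and 95, 391, 166 and 43 on 7 libraries. Size factors from library totals gave 603, 1658, 898 and 326 on all 10, 358, 1022, 578 and 113 on 7, and 497, 1079, 456 and 128 on the compared libraries. With the filter for an adjusted p of 0.05 they were 652, 1302, 804 and 312, then 296, 627, 441 and 94, then 696, 588, 269 and 94. In each DESeq2 setting more genes passed than in edgeR with its filter, and the cause was not tested. On simulated data DESeq2 called more changed and also more unchanged genes than edgeR. At the paper's threshold edgeR called 0 of 200 genes simulated with 64-fold changes, so counts that stay at 0 in edgeR with its filter carry no information on stability.

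At an adjusted p under 0.05 the counts in the same order were 8, 1218, 356 and 8. With DESeq2's size factors (8, 1159, 302 and 8) and library size alone (7, 1202, 282 and 7) they stayed within 1.5 times. They were 863, 2535, 1270 and 447 without a filter and 41, 160, 9 and 23 with at least 10 counts in every library. When only the groups compared were fitted they were 0, 0, 0 and 0, with 2442, 4080 and 794 genes at an unadjusted p under 0.05. The replicate block gave 21, 0 (776 at an unadjusted p under 0.05) and 0 shared, and was not run for appetitive against aversive libraries, which share 1 number. DESeq2 gave 3334, 5952, 3948 and 1905 on all 10 libraries, 3141, 4635, 1593 and 1390 on the groups compared and 1859, 4237, 2693 and 1090 on the 7 tagged libraries. Its prior gave 3420, 5830, 3833 and 1934 on all 10 and 1834, 4037, 2343 and 1068 on 7. Size factors from library totals gave 3114, 5918, 3977 and 1857, then on 7 libraries 1943, 4704, 3063 and 1159, and on the compared libraries 2776, 5185, 2150 and 1546. The filter for an adjusted p of 0.05 gave 3387, 6007, 3948 and 1937, then 1883, 4276, 2754 and 1101, then 3165, 4597, 1646 and 1387. Without 1 library, and with at least 2 left in each group compared, the counts ranged from 0 to 453 over 8 fits, 67 to 2661 over 8, 0 to 84 over 6 and 0 to 3 over 6. The 3 shared genes were Cldn10, Luzp2 and Slc1a2, named after their values were seen. Fits with 0 genes had 2657 or more at an unadjusted p under 0.05. Leaving out an appetitive library raised the count for aversive against neutral to 453 and 450, and leaving out an aversive library raised that for appetitive against neutral to 2621 and 2661. The cause of these changes was not tested.

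Against mock libraries the counts at an adjusted p under 0.05 were 0 (1968 at an unadjusted p under 0.05) for aversive, 391 for appetitive and 17 for neutral libraries. For aversive cells the count was 10 without a filter and stayed at 0 in the other edgeR fits, with 362 to 3322 genes at an unadjusted p under 0.05. DESeq2 gave 1442 on all 10 libraries, 2878 on the groups compared, 1354 with its prior, 1434 with library totals, 1458 with the filter for 0.05 and 235 at the paper's threshold. For appetitive cells the count was 260 with DESeq2's size factors in edgeR, 1124 without a filter, 8 with at least 10 counts, 3585 with only the groups compared and 2 with the replicate block (Fads2 and Timp3, named after their values were seen). DESeq2 gave 4658, 5676, 4406, 5000, 4756 and 747 in the order above. For neutral libraries it was 8 with library size alone, 520 without a filter, 51 with at least 10 counts, and 0 with only the groups compared (3791 at an unadjusted p under 0.05) and with the replicate block (3239). DESeq2 gave 1573, 3857, 1426, 1345, 1573 and 297. Without 1 library the counts ranged from 0 to 0 over 8 fits, 0 to 1800 over 8 and 0 to 84 over 10, where fits with 0 genes had 1124 or more at an unadjusted p under 0.05. The cause was not tested.

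Of the 40 genes in each of Supplementary Tables 1, 2 and 3, edgeR called 5, 40 and 36 at an adjusted p under 0.05. Without a filter 35 of Supplementary Table 1 were called, and 40 in each DESeq2 setting. With at least 10 counts in every library the numbers were 1 (Luzp2), 4 (F3, Phactr3, Scg3 and Slc1a2) and 2 (Eif4enif1 and Nxt1), which were all that were tested and were named after their values were seen. They were 0, 0 and 0 with only the groups compared, and 2 (Ccl3 and Ccl4) and 0 with the replicate block. Without 1 library, and with at least 2 left in each group compared, they ranged from 0 to 40, 24 to 40 and 0 to 21, and 40 of Supplementary Table 1 were called without either appetitive library. The direction was the listed one in every setting for each gene tested.

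Each of the 6 gene set scores with ranges in this paragraph kept its direction and an FDR under 0.25 when genes were ranked by the square root of F or by DESeq2's fold changes, with library size alone, without a filter, by camera and with the replicate block where it could be run. With at least 10 counts in every library the nuclear exosome had a score of 1.46 (FDR 0.242), and the other sets had too few genes. Without 1 library, scores ranged from 1.65 to 2.23 for ionotropic glutamate receptors and -1.73 to -1.31 for mismatch repair in aversive against neutral cells. In appetitive against neutral cells they ranged from 1.48 to 2.44 for ionotropic glutamate receptors and -2.07 to -1.84 for axoneme assembly. In appetitive against aversive cells they ranged from -0.87 to 1.86 for the nuclear exosome and -1.67 to -1.36 for axoneme assembly. The negative exosome score came without appetitive replicate 1, and the next lowest were 1.15 without appetitive replicate 2 and 1.23 without aversive replicate 3. Each of these leaves a group with 1 library, so no test is given, and the cause was not tested.

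At 10 counts or more in place of 1, the genes detected fell to 17074 in mock, 13196 in aversive, 8290 in appetitive and 15684 in neutral libraries. At equal depth they fell by more than the SD in appetitive (13704) and neutral (17493) libraries. Depth limits the lower bounds of folds, which rest on 3 counts, and the highest such floor, 0.235 CPM, was that of appetitive replicate 1, which has the lowest TMM factor (0.48) but not the fewest counts.

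For neuron markers in appetitive against neutral cells, at percentile 48.5 of random lists, the side of the random median changed with at least 10 counts in every library (99.92) and without aversive replicate 1 (52.66), aversive replicate 3 (58.72), neutral replicate 2 (89.61) and neutral replicate 3 (95). For immediate early genes, at 42.87, it changed with at least 10 counts (51.87) and without neutral replicate 2 (84.91). With 1 appetitive library left it also changed, with no test, for neuron markers without appetitive replicate 2 (91.6) and for immediate early genes without appetitive replicate 1 (50.96) and 2 (90.17). Without 1 library the percentiles ranged from 21.38 to 95 for neuron markers and from 16.76 to 90.17 for immediate early genes. The cause was not tested. Of 39 values for marker lists under the alternatives that keep each library, 36 changed nothing, 1 was weaker and 2 are those above. Without 1 library, 181 of 210 changed nothing, 4 were weaker, 2 stronger and 5 reversed as above, and 18 moved with no test.

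For the named genes, 110 of 160 values under the alternatives kept their direction and side of an adjusted p of 0.05, 44 were weaker and 6 stronger. Without 1 library, 227 of 340 changed nothing, 88 were weaker, 10 stronger and 15 moved with no test. Under the settings chosen after seeing the data, 224 of 272 changed nothing and 48 were stronger. No direction was reversed. Of 28 results under an adjusted p of 0.05, 28 stayed so with DESeq2's size factors in edgeR, 26 with library size alone and 0 with only the groups compared, and of 18 that could be fitted with the replicate block 4 did. These were Ccl4, Ccl3, Slc1a2 and F3 in aversive against neutral cells.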

Differences from the paper's values

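No test in this part was chosen after the results were seen, but 8 settings of DESeq2 were. The paper reports 474 DEGs in aversive vCA1 cells, with 134 up and 340 down, and edgeR found 0, 0 and 0 here at the paper's threshold, with 3765 genes at an unadjusted p under 0.05. The paper's counts in appetitive vCA1 cells are 1104, with 79 up and 1025 down, against 0, 0 and 0 here, with 5779 at an unadjusted p under 0.05. The paper's direct comparison has 494 DEGs, 47 up and 447 down, against 0, 0 and 0 here, with 3941 at an unadjusted p under 0.05. The paper counts 262 shared DEGs, 35 up in both, 226 down in both and 1 in opposite directions, against 0 for each here. The paper's unique DEGs number 842 in appetitive and 212 in aversive cells, against 0 and 0 here. The paper finds 14 of the top 20 upregulated genes not shared, against 7 here. On simulated data edgeR called 0 of 200 genes with 64-fold changes at this threshold, so its counts of 0 do not show that genes are unchanged.

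Some alternatives set before the data were examined came within 1.5 times of the paper's value for some of these 16 measures. DESeq2's Wald test on all 10 libraries did so for 10: 651 DEGs in aversive cells, 388 of them down, 1296 in appetitive cells, 1112 of them down, 660 down in the direct comparison, 311 shared, 207 down in both, 985 unique to appetitive cells, 1 in opposite directions (Nufip1) and 11 of the top 20 not shared. On the groups compared alone DESeq2 did so for 4: 691 DEGs in aversive cells, 357 of them down, 38 up in both and 18 of the top 20. On the 7 tagged libraries it did so for 5: 200 up in aversive cells, 437 in the direct comparison, 350 of them down, 201 unique to aversive cells and 12 of the top 20. Without a filter edgeR had 64 genes up in appetitive cells and 41 up in both. With only the groups compared, and with the replicate block, 13 of the top 20 were not shared. Within 1.5 times of the paper's 14 were also 10 without aversive replicate 1, 10 without aversive replicate 3 and 11 without appetitive replicate 1, each with 1 library left in a group. For the other pairs of measure and setting, and with DESeq2's size factors, library size alone, at least 10 counts in every library and any other library left out, none of the alternatives set before the data were examined closed the gap. No alternative set beforehand came within 1.5 times of the paper's 47 DEGs up in the direct comparison.

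DESeq2 with its prior on fold changes on all 10 libraries, chosen after seeing the values, came within 1.5 times of all 16 of the paper's values: 473, 134 and 339 DEGs in aversive cells, 1102, 78 and 1024 in appetitive cells, 494, 47 and 447 in the direct comparison, 262 shared, 35 up and 226 down in both, 840 and 211 unique, 1 in opposite directions (Nufip1) and 14 of the top 20. It was found by comparing 11 settings of DESeq2, of which 8 were chosen after seeing the values, with the paper's counts. The paper's text names DESeq2 and does not name this option. On the 7 tagged libraries this prior, chosen after seeing the values, reached the paper's value for 13 of the top 20 alone. Size factors from library totals, chosen after seeing the values, did so on all 10 libraries for 7 measures: 603 DEGs in aversive cells, 360 of them down, 1517 down in appetitive cells, 326 shared, 245 down in both, 277 unique to aversive cells and 14 of the top 20. On 7 libraries they did so, as a setting chosen after seeing the values, for 8: 358 and 1022 DEGs, 903 down in appetitive cells, 578 in the direct comparison, 69 up and 509 down, and 909 and 245 unique to appetitive and aversive cells. On the compared libraries they did so, again chosen after seeing the values, for 8: 497 and 1079 DEGs, 960 down in appetitive cells, 456 in the direct comparison, 364 of them down, 24 up in both, 951 unique to appetitive cells and 19 of the top 20. With the filter for an adjusted p of 0.05, chosen after seeing the values, DESeq2 did so on all 10 libraries for 10: 652 DEGs in aversive cells, 389 of them down, 1302 in appetitive cells, 1117 of them down, 660 down in the direct comparison, 313 shared, 209 down in both, 989 unique to appetitive cells, 1 in opposite directions and 11 of the top 20. That filter, chosen after seeing the values, did so on 7 libraries for 5: 201 up in aversive cells, 441 in the direct comparison, 354 of them down, 202 unique to aversive cells and 12 of the top 20. On the compared libraries, chosen after seeing the values, it did so for 4: 696 DEGs in aversive cells, 362 of them down, 38 up in both and 18 of the top 20.

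The paper lists Nufip1 as lower in aversive cells at its threshold. Its log2 fold change here was -4.67 with an adjusted p of 0.128, both aversive libraries were below all 3 neutral libraries, and it was called under an adjusted p of 0.05 by DESeq2 in each of 11 settings, 3 set before the data were examined and 8 chosen after seeing the values. Over the alternatives this adjusted p ranged from 3.78e-07 to 0.792. The paper's Supplementary Tables 1, 2 and 3 list 40 genes each as past its threshold, and 0 of them passed it in edgeR here. Without a filter, 8, 21 and 0 genes passed it (38 of Supplementary Table 3 were under an adjusted p of 0.05), and with DESeq2 40, 40 and 40 did on all 10 libraries, 36, 37 and 37 on the 7 tagged libraries and 40, 32 and 0 on the groups compared, where 38 of Supplementary Table 3 were under an adjusted p of 0.05. In the settings chosen after seeing the values the numbers were 40, 40 and 40 with the prior and with the filter for 0.05 on all 10 libraries, 40, 39 and 40 with library totals on all 10, 36, 36 and 36 with the prior on 7, 34, 28 and 32 with library totals on 7, 37, 37 and 37 with the filter on 7, 37, 28 and 0 with library totals on the compared libraries and 40, 32 and 0 with the filter there, where 38 and 38 of Supplementary Table 3 were under an adjusted p of 0.05. At an adjusted p under 0.05, edgeR called 5, 40 and 36 of the 40. The genes Rbpms2, Fbxo30, Adgrb2 and Dvl3, which the paper counts as changed in aversive cells, had adjusted p-values of 0.084, 0.075, 0.0698 and 0.0938. They were called under 0.05 by DESeq2 in each setting, including those chosen after seeing the values, and by edgeR without a filter and without either appetitive library.

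The paper's text gives the TRPV channel among genes upregulated in appetitive cells, and Trpv4 was at least 1660-fold lower here, as in the paper's Fig. 4h and Supplementary Table 2. The paper finds no gene shared between the top 20 downregulated genes of the comparisons, and Pcolce was in both here. No gene was in both lists with library size alone, in edgeR without either aversive or either appetitive library, and in each DESeq2 setting, including those chosen after seeing the values. Other alternatives kept or widened the overlap: Col9a3, Ntn4, Trpv4 and Ttr were in both without a filter, Ntn4, Pcolce, Spint2 and Trpv4 with the replicate block, Igfbp2, Pcolce, Spint2 and Trpv4 without neutral replicate 2, Pcolce and Trpv4 with DESeq2's size factors in edgeR and without any of the mock libraries in turn, Ctnnal1 and Slc25a39 with at least 10 counts in every library, C1qtnf12 and Gprc5c with only the groups compared, Ntn4 without neutral replicate 1 and Trpv4 without neutral replicate 3, all named after their values were seen. The paper's Fig. 4a and 4c show olfactory receptor or odorant binding sets as upregulated, and olfactory receptors had scores of -1.16 (FDR 0.312) and -1.38 (FDR 0.0712) here, from 18 genes. Without a filter 393 were tested and the scores were 1.89 (FDR 0.00103) in aversive and -0.69 (FDR 1) in appetitive cells, and with DESeq2's fold changes 383 were tested and the scores were 2.15 (FDR 0.000628) and 1.82 (FDR 0.02).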

Other observations

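Of the tests in this part, those of the Y-linked genes and Xist were chosen only after the results were seen.

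The neutral libraries differ from all others in library kit and sequencer by their labels. If that difference set the calls against the neutral group, the genes in Supplementary Tables 1 and 2 would differ little between the tagged groups and mock libraries, which share a kit. The upregulated genes had a median log2 fold change of 13.21 against neutral and 1.29 against mock in aversive cells, a ratio of 0.097, and of 12.61 and 1.17 in appetitive cells, a ratio of 0.093. These ratios are what the kit would give, and also what the neutral experience or the mix of cells would give. The downregulated genes had ratios of 0.848, from -8.27 and -7.01, and of 0.787, from -9.77 and -7.68, which goes against the kit as their cause. The lists were chosen for their difference from neutral libraries, which by itself favors smaller values against mock.

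Of the genes called lower in appetitive than in neutral cells, 59% had 0 counts in at least 1 appetitive library. Genes called as lower are those with few counts, so this share cannot tell loss of genes from lower expression.

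Lists of cell type markers were compared with random lists matched on expression. In aversive against neutral cells, 4 of the 4 lists for microglia, astrocytes, neurons and ependymal cells lay outside the central 95%, at percentiles 100, 100, 100 and 0.66. In appetitive against neutral cells 3 of 4 did, with neurons at 48.5. With 1 aversive library left, and so with no test, the ependymal list in aversive against neutral cells lay inside the central 95%. It was at 25.72 without aversive replicate 1 and 4.13 without aversive replicate 3, while the microglia, astrocyte and neuron lists stayed at 100. A different mix of sorted cells may therefore contribute to the genes called against the neutral group. Microglia and astrocyte markers were also lower in neutral than in mock libraries, with median log2 fold changes of -4.18 and -4.86. Microglia markers took a mean of 0.935% of the counts in mock, 0.69% in aversive, 0.269% in appetitive and 0.0521% in neutral libraries.

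Axoneme assembly genes were lower in appetitive cells. Ependymal cells carry cilia, and a list of ependymal markers that shares no gene with the axoneme list lay at percentile 0 in appetitive against neutral cells (median log2 fold change -9.75) and at percentile 0 in appetitive against aversive cells (-8.19). Without aversive replicate 3, which left 1 aversive library, the last was at percentile 11.65 (-0.612). The markers took a mean of 0.0629% of the counts in mock, 0.0872% in aversive, 0.0737% in appetitive and 0.163% in neutral libraries. The appetitive libraries, at 0.0271% and 0.12%, lay below each neutral library (0.146% to 0.186%). They overlapped the aversive (0.0439% to 0.13%) and mock libraries (0.0263% to 0.0837%). Against mock libraries the list was still at percentile 0 (-7.24) in appetitive cells. Shares and percentiles thus point the same way against the neutral group but not against the aversive and mock groups. Fewer ependymal cells in the appetitive pools are neither shown nor excluded, and were not separated from loss of genes in these libraries.

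Immediate early genes lay at percentile 95.29 in aversive and 42.87 in appetitive against neutral cells, and at 15.22 in appetitive against aversive cells, each inside the central 95% of random lists. These depend on the libraries. In aversive against neutral cells the list lay outside, at 98.76 without mock replicate 3 and 99.19 without neutral replicate 2, and with 1 aversive library left it lay at 21.39 without aversive replicate 1 and 99.89 without aversive replicate 3. In appetitive against aversive cells, also with 1 aversive library left, it lay at 87.72 and 0.18 without these. Against mock libraries they lay outside it, at percentile 0.19 in aversive (median log2 fold change -0.773), 0.38 in appetitive (-1.28) and 0 in neutral cells (-1.60). No biological explanation was tested for this.

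In mock replicate 1, 4 of 4 Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty) were under 1 CPM. Of 5808 genes with like levels in mock replicates 2 and 3, 0.0517% were under 1 CPM in mock replicate 1, so chance loss of genes does not account for it. Xist had 14 CPM there, from 409 counts, and at most 3.93 CPM in any other library. Female mice in that pool or a mislabelled sample may explain this, and the labels do not settle which. Some Y-linked genes were also under 1 CPM in other libraries. In appetitive replicate 1 these were Ddx3y (0.3 CPM), Kdm5d and Uty (0.0751 CPM each). In aversive replicate 1 they were Kdm5d (0.147 CPM) and Uty (0.663 CPM). Eif2s3y had 46.6 and 60.5 CPM in these libraries, against 0.343 CPM in mock replicate 1.

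Genes called at an adjusted p-value under 0.05 by edgeR were compared with those past the paper's threshold in DESeq2 with its prior on fold changes on all 10 libraries, a setting chosen after seeing the data. Shared in the same direction were 8 of 8 genes for aversive against neutral, 992 of 1218 for appetitive against neutral and 332 of 356 for appetitive against aversive cells.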
